# Divergence of canonical danger signals: The genome-level expression patterns of human mononuclear cells subjected to heat shock or lipopolysaccharide

**DOI:** 10.1186/1471-2172-9-24

**Published:** 2008-05-30

**Authors:** Hector R Wong, Kelli Odoms, Bhuvaneswari Sakthivel

## Abstract

**Background:**

Peripheral blood mononuclear cells (PBMC) serve a sentinel role allowing the host to efficiently sense and adapt to the presence of danger signals. Herein we have directly compared the genome-level expression patterns (microarray) of a human PBMC model (THP-1 cells) subjected to one of two canonical danger signals, heat shock or lipopolysaccharide (LPS).

**Results and Discussion:**

Based on sequential expression and statistical filters, and in comparison to control cells, we found that 3,988 genes were differentially regulated in THP-1 cells subjected to LPS stress, and 2,921 genes were differentially regulated in THP-1 cells subjected to heat shock stress. Venn analyses demonstrated that the majority of differentially regulated genes (≥ 70%) were uniquely expressed in response to one of the two danger signals. Functional analyses demonstrated that the two danger signals induced expression or repression of genes corresponding to unique pathways, molecular functions, biological processes, and gene networks. In contrast, there were 184 genes that were commonly upregulated by both stress signals, and 430 genes that were commonly downregulated by both stress signals. Interestingly, the 184 commonly upregulated genes corresponded to a gene network broadly related to inflammation, and more specifically to chemokine signaling.

**Conclusion:**

These data demonstrate that the mononuclear cell responses to the canonical stress signals, heat shock and LPS, are highly divergent. However, there is a heretofore unrecognized common pattern of gene network expression corresponding to chemokine-related biology. The data also serve as a reference database for investigators in the field of stress signaling.

## Background

Peripheral blood mononuclear cells serve a sentinel role by allowing rapid host adaptations to danger signals associated with various biological stresses such as infection, trauma, or drastic environmental changes [1]. Two of the more primitive and universal danger signals recognized by peripheral blood mononuclear cells, as well as other types of cells, are lipopolysaccharide (LPS) of gram negative bacteria and heat stress (a.k.a. heat shock). Previous studies in our laboratory, and that of others, have implied that the cellular responses to LPS and heat shock are mutually exclusive, particularly at the transcriptional level [2-6]. The transcriptional response to LPS has been traditionally viewed as one involving expression of immune- and inflammation-associated genes that serve to rid the host of infection. In contrast, the transcriptional response to heat shock has been traditionally viewed as a specific re-prioritization of gene expression toward "stress proteins" while other forms of gene expression are globally suppressed.

These two traditional paradigms involving the transcriptional responses to LPS or heat stress may represent oversimplifications. For example, transcriptional profiling experiments have suggested the existence of previously unrecognized genes that are expressed in response to LPS stimulation [7-12]. Our own studies have demonstrated that genes not traditionally regarded as "heat shock proteins" can be specifically regulated and expressed in response to heat shock [13-18].

In the current work, we sought to expand our understanding of the peripheral blood mononuclear cell transcriptional response to canonical stress/danger signals. We have exposed peripheral blood mononuclear cells to either LPS or heat shock, and have directly compared their respective genome-level responses using microarray technology. The focus of the analytical approach is coordinated expression/repression of genes corresponding to functional annotations and gene networks.

## Methods

### Cell model and experimental conditions

Human THP-1 mononuclear cells (American Type Culture Collection, Manassas, VA; ATCC#: TIB-202™) were used as a model of peripheral blood mononuclear cells as previously described [19]. Cells were maintained in a room air/5% CO_2 _incubator at 37°C using RPMI (Invitrogen, Carlsbad, CA) supplemented with 10% fetal bovine serum. One group of cells was exposed to LPS (1 μg/ml, *E. coli *serotype 055:B5, Sigma, St. Louis, MO) for 4 hours at 37°C. Heat shock was carried out by placing one group of cells in a dedicated room air/5% CO_2 _incubator set at 43°C for 1 hour. After heat shock, cells were returned to a 37°C, room air/5% CO_2 _incubator and allowed to recover for 4 hours. Control cells were maintained in basal growth media at 37°C. After exposure to the experimental conditions, cells were harvested for total RNA extraction as described below.

### RNA extraction and microarray hybridization

The data and protocols described in this manuscript have been deposited in the NCBI Gene Expression Omnibus (GEO, [20]) and are accessible through GEO Series accession number GSE9916.

Total RNA was isolated from THP-1 cells exposed to the above experimental conditions using the Trizol reagent (Invitrogen) according to the manufacturer's specifications. Microarray hybridization was performed by the Affymetrix Gene Chip Core facility at Cincinnati Children's Research Foundation as previously described using the Human Genome U133 Plus 2.0 GeneChip (Affymetrix, Santa Clara, CA) [21,22].

Analyses were performed using one experimental condition per chip, with each experimental condition carried out in triplicate (i.e. 3 biological replicates per experimental condition for a total of 9 individual chips). Image files were captured using an Affymetrix GeneChip Scanner 3000. CEL files were subsequently preprocessed using Robust Multiple-Array Average (RMA) normalization and GeneSpring GX 7.3 software (Agilent Technologies, Palo Alto, CA). All signal intensity-based data were used after RMA normalization, which specifically suppresses all but significant variation among lower intensity probe sets [23]. All chips were then normalized to the respective median values of the control condition.

### Analysis of microarray data

Differences in mRNA abundance between LPS-stimulated cells and control cells, and between heat shock-treated cells and control cells were determined using GeneSpring GX 7.3 (Agilent Technologies). All statistical analyses used corrections for multiple comparisons. A list of genes differentially regulated between LPS-treated cells and control cells was generated using sequential expression and statistical filters as follows. Starting with all gene probes within the microarray (54,681 gene probes) we selected the genes having ≥ 2-fold expression difference (increased or decreased expression) between the respective median values of LPS-treated cells and control cells. The genes passing this expression filter were then subjected to a statistical test (ANOVA, Benjamini-Hochberg false discovery rate of 5%) using LPS-treated cells and control cells as the comparison groups. A list of genes differentially regulated between heat shock-treated cells and control cells was generated using identical sequential expression and statistical filters, but using heat shock-treated cells and control cells as the comparison groups.

### Functional annotation analysis

Gene lists of differentially expressed genes were primarily analyzed for functional annotation enrichment using the PANTHER (Protein Analysis Through Evolutionary Relationships) Classification System [24,25]. The PANTHER Classification System is a publicly accessible relational database of functional gene annotations and is based on the existing biomedical literature. The application uses specific approaches to estimate significance (p values) based on non-redundant representations of the microarray chip and to convert the uploaded gene lists to gene lists containing a single value per gene. All PANTHER-derived data are corrected for multiple comparisons via Bonferroni.

### Derivation of gene networks

Gene lists of differentially expressed genes were also analyzed for the presence of gene networks using the Ingenuity Pathways Analysis application (IPA, Ingenuity Systems, Redwood City, CA) [26]. The IPA application provides a tool for discovery of gene networks within the uploaded gene lists. The IPA application maps each gene identifier to its corresponding gene object in the IPA Knowledge Base. These focus genes are then overlaid onto a global molecular network developed from information contained in the Knowledge Base. Networks of these focus genes are then algorithmically generated based on their connectivity. Each individual IPA network has a maximum of 35 focus genes and is assigned a significance score (based on p value) representing the likelihood that the focus genes within the network are found therein by random chance. A high number of focus genes within a dataset leads to a higher network score (equal to the negative exponent of the respective p value such that a score of 3 corresponds to a p value of 10E-3). Each of the IPA-derived gene networks provided in the Results section has a significance score of ≥ 35 (i.e. p value ≥ 10E-35) and the gene networks are presented as merges of the top two scoring networks within each of the respective gene lists.

### Derivation of gene network functional annotations

The functional annotations associated with the gene networks presented in Results section were generated using a relational database independent of the IPA application and the PANTHER database. The gene lists corresponding to the gene networks were analyzed using D.A.V.I.D. (Database for Annotation, Visualization and Integrated Discovery), which also allows public access to relational databases of functional gene annotations [27]. In the D.A.V.I.D. analytical output, "category" refers to the original database or resource from which the annotations are derived, and "term" refers to the enriched annotation terms associated with the given gene list. D.A.V.I.D is also based on the established biomedical literature and also uses specific approaches to estimate significance (p values) based on non-redundant representations of the microarray chip and to convert the uploaded gene lists to gene lists containing a single value per gene. The p values for a given category and term provide an estimate of the likelihood that a given annotation in enriched in a given gene list by chance alone. All of the p values presented in the D.A.V.I.D.-based analyses have been corrected for multiple comparisons using the Benjamini-Hochberg false discovery rate of 5%.

## Results

### Comparison of the genomic expression profiles of THP-1 cells exposed to either LPS or heat shock

Based on the filtering strategy described in the Methods section, there were 3,968 gene differentially expressed in THP-1 cells exposed to LPS. Of these 3,968 genes, 1,345 were upregulated and 2,623 were downregulated relative to control cells (see Additional file 1). In comparison, there were 2,921 genes differentially expressed in THP-1 cells exposed to heat shock. Of these 2,921 genes, 1,476 were upregulated and 1,445 were downregulated relative to control cells (see Additional file 2).

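THP-1 is a human monocytic leukaemia cell line, and each group holds 3 arrays: control cells, cells given LPS at 1 µg/ml for 4 hours at 37 °C, and cells held at 43 °C for 1 hour and then returned to 37 °C for 4 hours. A further 3 arrays of cells given heat shock + LPS are not among the 9 chips of the Methods. The order and timing of their treatments are not given in the sources used here. Among the fits beside the statements of the paper they enter only those given as with all 12 arrays. The mean that picks 1 probe set per gene, described below, may also include them. The deposited values are the authors' ratios to the median of the 3 control arrays at each probe set. Log2 values of 54613 probe sets, without the Affymetrix control probe sets, were fitted over the 9 arrays with limma, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. Upregulated and downregulated refer to probe sets or genes that pass a false discovery rate of 0.05 and a ratio of group medians of at least 2 in that direction. For the 19775 genes, the log2 values of all probe sets annotated to that symbol alone were averaged on each array, and changes and standard errors of genes are on the log2 scale. The median log2 ratio of an array lay between −0.04 and 0.05, and the SD of log2 ratios was 0.25 to 0.31 in control arrays, 0.56 to 0.70 in heat shock arrays and 0.72 to 0.83 in LPS arrays. The methods call the 3 arrays of a condition biological replicates, but no source used here states that they come from separate cultures, so the p-values measure the spread between these samples, which may be technical. The 36 gene lists, their test and the rule by which genes are named were fixed before the data were examined. That rule takes the largest increases and decreases only from called genes whose treated arrays all lie beyond the compared arrays. For these genes the lack of overlap is therefore a condition and not a result. The averages over probe sets took the place of a planned choice of the probe set with the highest level, as ratios keep no level, and values with 1 probe set per gene were added later. These use the probe set of highest mean log2 ratio, a choice that favours rises and works against falls. Each list was tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation, with which no list passed after LPS or after heat shock.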

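After LPS, 1176 probe sets were upregulated and 2287 downregulated of the 54613 tested, or 522 and 1140 genes. TNFAIP6, a secreted hyaluronan-binding protein of inflamed tissue, rose by 10.19 (standard error 0.30, adjusted p = 7.84e-06), and IGFBP3, a carrier of insulin-like growth factors, by 8.84 (standard error 0.42, adjusted p = 5.59e-05). IL7R, a subunit of the interleukin-7 receptor, changed by 8.06 (standard error 0.84, adjusted p = 0.00116) and ELOVL7, a fatty acid elongase, by 8.02 (standard error 0.50, adjusted p = 0.000141). Among the downregulated genes were PHACTR3, which binds protein phosphatase 1 and actin, at −5.50 (standard error 0.42, adjusted p = 0.000364), SERPINB10, a serine protease inhibitor of blood-forming cells, at −3.91 (standard error 0.38, adjusted p = 0.000845), and the noncoding CCDC26 at −4.07 (standard error 0.13, adjusted p = 9.41e-06). For each of these 7 genes, all 3 LPS arrays lay beyond all 3 control arrays, which the rule for naming the largest changes required. The count of downregulated probe sets was 1074 without control replicate 1, 1157 without control replicate 2, 1324 without LPS replicate 2, 1414 without LPS replicate 3 and 1226 with only the 6 arrays compared in the fit. Where p-values were adjusted over the probe sets past the 2-fold filter alone, the counts were 1832 upregulated and 3573 downregulated.

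**Figure D1:**
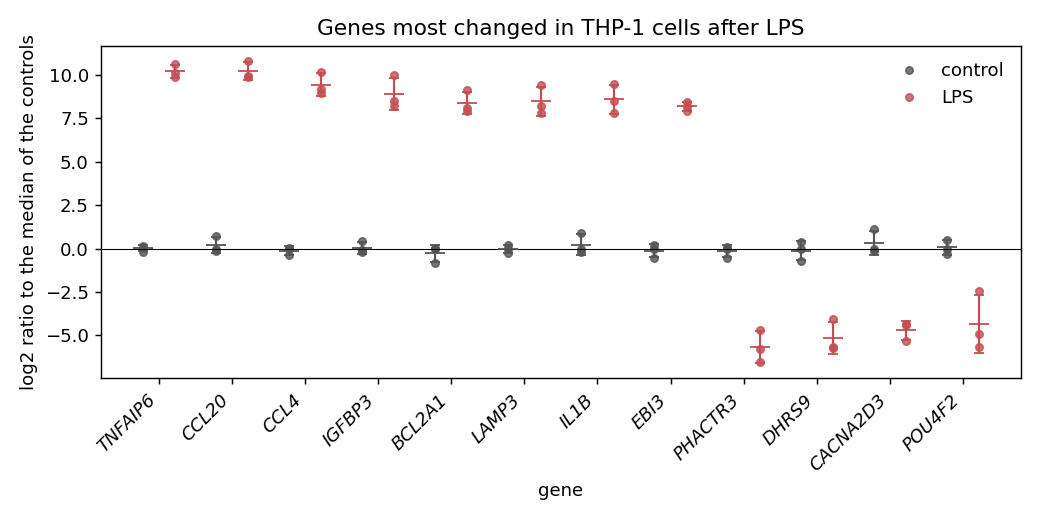
Log2 ratio to the median of the controls (vertical axis) of 8 genes that rose and 4 that fell most after LPS, in control and LPS arrays; points are the 3 arrays of a group, dashes their mean and bars the SD. CCL20 and BCL2A1 stand 10.02 and 8.64 above the control mean, and DHRS9 and CACNA2D3 at −5.04 and −5.03.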

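Heat shock upregulated 952 probe sets and downregulated 635, or 436 and 292 genes. HSPA6, a heat-inducible member of the HSP70 family, rose by 11.19 (standard error 0.09, adjusted p = 1.50e-09), CSRP2, a LIM domain protein, by 6.10 (standard error 0.18, adjusted p = 8.87e-06), CRTAM, a cell surface protein of the immunoglobulin superfamily, by 5.57 (standard error 0.16, adjusted p = 8.87e-06), and RGS2, a regulator of G protein signaling, by 5.57 (standard error 0.57, adjusted p = 0.00240). CCR2, the receptor of the monocyte chemoattractant CCL2, fell to −3.75 (standard error 0.50, adjusted p = 0.00668), and TNFAIP8L2, known to restrain innate immune signaling, to −2.79 (standard error 0.34, adjusted p = 0.00465). In all 6 genes the 3 heat shock arrays lay on one side of the 3 control arrays, again a condition for naming them. With the replicate number as a block, 1034 probe sets were downregulated. Unblocked, the downregulated count was 167 and 219 without control replicates 1 and 2, and 273 and 188 without heat shock replicates 1 and 2. It was 1413 with a separate test of each probe set over those past the fold filter. The upregulated count was 573, 489 and 590 without control replicates 1, 2 and 3, 591 and 508 without heat shock replicates 1 and 2, and 1756 with limma p-values adjusted over the probe sets past the fold filter, where 1853 were downregulated.

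**Figure D2:**
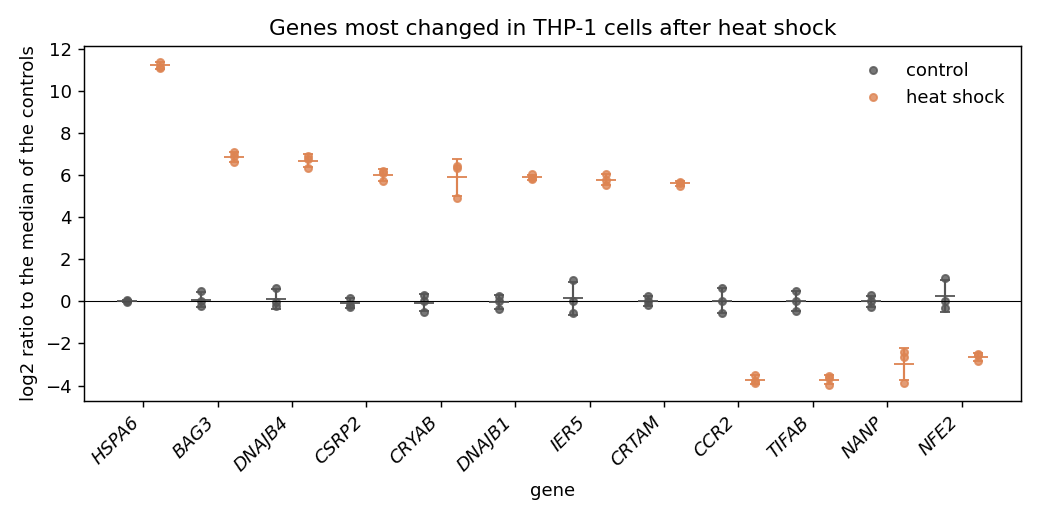
Log2 ratio to the median of the controls (vertical axis) of 8 genes that rose and 4 that fell most after heat shock, in control and heat shock arrays; points are the 3 arrays of a group, dashes their mean and bars the SD. DNAJB4 and DNAJB1 stand 6.55 and 5.92 above the control mean.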

Figure 1 depicts a Venn analysis comparing the genes upregulated in response to LPS and heat shock, respectively. 

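LAMP3, a lysosomal membrane protein of mature dendritic cells, rose by 8.49 (standard error 0.37, adjusted p = 4.00e-05) after LPS and was at −0.23 (standard error 0.37, adjusted p = 0.953) after heat shock, and EBI3, a subunit of interleukin-27, stood at 8.30 (standard error 0.26, adjusted p = 9.41e-06) and 0.25 (standard error 0.26, adjusted p = 0.828). BAG3, a co-chaperone of HSP70, was at 0.43 (standard error 0.29, adjusted p = 0.488) after LPS and rose by 6.79 (standard error 0.29, adjusted p = 5.27e-05) after heat shock, and CRYAB, a small heat shock protein, was at −0.09 (adjusted p = 0.935) and 5.95 (standard error 0.44, adjusted p = 0.000615). The direct difference, LPS minus heat shock, was 8.71 (adjusted p = 2.46e-05) for LAMP3, 8.05 (adjusted p = 9.95e-06) for EBI3, −6.37 (adjusted p = 2.89e-05) for BAG3 and −6.04 (adjusted p = 0.000192) for CRYAB. Of the probe sets upregulated by LPS, 1077 (91.6%) did not pass as upregulated after heat shock, and of those upregulated by heat shock, 853 (89.6%) did not pass after LPS. In these 4 genes the changes that passed were seen in 3 of 3 arrays, beyond all 3 controls, as the naming rule required. In the direct limma comparison of both treatments, 892 of the 1077 (82.8%) and 717 of the 853 (84.1%) also differed.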

Eighty-six percent of the upregulated LPS-responsive genes were uniquely expressed in response to LPS, whereas 88% of the upregulated heat shock-responsive genes were uniquely expressed in response to heat shock. In contrast, 184 upregulated genes were common to both the LPS response and the heat shock response.

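Among the genes upregulated by both signals, NPTX2, a secreted pentraxin, rose by 4.80 (standard error 0.44, adjusted p = 0.000651) after LPS and 5.51 (standard error 0.44, adjusted p = 0.000802) after heat shock, and RASGRP1, an exchange factor that activates Ras, by 4.56 (standard error 0.25, adjusted p = 7.78e-05) and 4.52 (standard error 0.25, adjusted p = 0.000133), with all 3 arrays of either treatment above all 3 control arrays. Counted as probe sets, 99 were upregulated by both, where independent lists would share 20.5, and counted as genes, 43 were, where independent lists would share 11.5. Simulated groups without any effect against the same controls shared at most 0 in 5 sets, but they made at most 1 call in a comparison and so say nothing of lists with effects. Part of the excess may come from the shared controls. Of the 99, 38 differed directly between the treatments, 18 with more LPS response and 20 with more heat shock response. The count was 151 with the replicate number as a block, 46, 63, 54 and 47 without control replicate 2, control replicate 3, heat shock replicate 1 and heat shock replicate 2, and 64 with only the arrays compared in each fit. It was 173 with a separate test of each probe set over those past the fold filter, 266 with limma p-values adjusted over those, and 351 when the second comparison needed an unadjusted p alone.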

**Figure 1:**
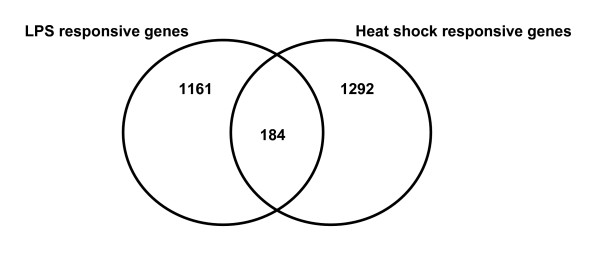
**Venn analysis comparing the 1,345 upregulated LPS-responsive genes and the 1,476 upregulated heat shock-responsive genes.** See text for gene filtering strategy.

Figure 2 depicts a Venn analysis comparing the genes downregulated in response to LPS and heat shock, respectively. 

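LMO2, an adaptor of transcription factors in blood-forming cells, fell to −4.14 (standard error 0.55, adjusted p = 0.00293) after LPS and was at −1.76 (adjusted p = 0.129) after heat shock, and KBTBD11, a kelch repeat protein, was at −3.75 (standard error 0.49, adjusted p = 0.00288) and −1.14 (adjusted p = 0.288). After heat shock TIFAB, an inhibitor of TRAF6 signaling, fell to −3.74 (standard error 0.39, adjusted p = 0.00249) and NANP, a phosphatase of sialic acid synthesis, to −2.99 (standard error 0.43, adjusted p = 0.00839); after LPS they were at 2.51 (adjusted p = 0.00539) and −0.43 (adjusted p = 0.686). LPS minus heat shock was −2.38 (adjusted p = 0.0241) for LMO2, −2.61 (adjusted p = 0.0110) for KBTBD11, 6.26 (adjusted p = 9.62e-05) for TIFAB and 2.56 (adjusted p = 0.00648) for NANP. Of the probe sets downregulated by LPS, 2047 (89.5%) did not pass as downregulated after heat shock, and of those downregulated by heat shock, 395 (62.2%) did not pass after LPS. The falls of these 4 genes that passed put 3 of 3 treated arrays below all 3 controls, as the naming rule required. The 3 heat shock arrays of LMO2, at −1.97, −2.21 and −1.52, also lay below its 3 controls, though that change did not pass. The heat shock arrays of KBTBD11 overlapped its controls. Of the probe sets, 1165 (56.9%) and 198 (50.1%) also differed in the direct comparison with limma.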

Eighty-four percent of the downregulated LPS-responsive genes were uniquely repressed in response to LPS, whereas 70% of the downregulated heat shock-responsive genes were uniquely repressed in response to heat shock. In contrast, 430 downregulated genes were common to both the LPS response and the heat shock response.

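CACNA2D3, an auxiliary subunit of calcium channels, fell to −5.03 (standard error 0.39, adjusted p = 0.000380) after LPS and −2.66 (standard error 0.39, adjusted p = 0.00973) after heat shock, and NFE2, a transcription factor of blood cell formation, to −4.21 (standard error 0.34, adjusted p = 0.000418) and −2.91 (standard error 0.34, adjusted p = 0.00392). The transcriptional corepressor CBFA2T3 was at −3.54 (adjusted p = 0.000200) and −2.23 (adjusted p = 0.00283), the chemokine receptor CXCR2 at −3.05 (adjusted p = 0.000418) and −2.30 (adjusted p = 0.00283), and the endonuclease ANKLE1 at −2.48 (adjusted p = 0.000833) and −2.38 (adjusted p = 0.00223); in all 5 genes the 3 arrays of each treatment lay below all 3 control arrays. In total 240 probe sets were downregulated by both signals, where independent lists would share 26.6, or 121 genes, where independent lists would share 16.8, and here too the shared controls may add to the excess. Of the 240, 17 differed directly between the treatments, 17 with the larger fall after LPS and 0 after heat shock (limma). The count was 404 with the replicate number as a block, 431 with a separate test of each probe set over those past the fold filter, 715 with limma p-values adjusted over those, 371 without the fold filter, 137 with only the arrays compared in each fit and 990 when the second comparison needed an unadjusted p alone. Without control replicate 1 it was 85, without control replicate 2 109, without heat shock replicates 1, 2 and 3 120, 92 and 153, and without LPS replicate 2 151.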

**Figure 2:**
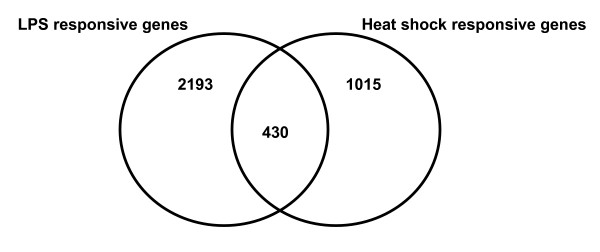
**Venn analysis comparing the 2,623 downregulated LPS-responsive genes and the 1,445 downregulated heat shock-responsive genes.** See text for gene filtering strategy.

Collectively, these data demonstrate that a large proportion of genes differentially expressed in response to LPS or heat shock are unique relative to the specific stress signal. However, the two stress signals also share a relatively smaller proportion of commonly regulated genes.

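Set directly against heat shock, LPS left 12 of 29 chemokines higher and 0 lower (list median 1.46, adjusted p = 2.33e-09, and adjusted p = 0.159 with an estimated correlation), and 10 of 32 inflammatory cytokines higher and 1 lower (adjusted p = 1.57e-05, or 0.406 with an estimated correlation). Of 27 members and inhibitors of the NF-κB pathway 14 were higher and 3 lower (adjusted p = 2.26e-08, or 0.460 with an estimated correlation), and of 43 interferon-induced genes 17 and 4 (adjusted p = 2.33e-09, or 0.460 with an estimated correlation). Heat shock left 7 of 13 HSP70 genes (adjusted p = 1.50e-07), 11 of 24 HSP90 chaperones and co-chaperones (2.14e-07) and 7 of 10 chaperonins (8.25e-09) higher than LPS did, with adjusted p = 0.159, 0.599 and 0.406 with an estimated correlation. Of 35 immediate early genes, 8 were higher after LPS and 8 after heat shock (adjusted p = 0.836). Adjusted over the list alone, the genes higher and lower after LPS than after heat shock were 15 and 0 chemokines, 11 and 1 cytokines, 14 and 3 of the NF-κB pathway, 21 and 5 interferon-induced genes, 0 and 7 of HSP70, 1 and 11 of HSP90, 0 and 7 chaperonins and 11 and 10 immediate early genes. Over all probe sets, 1714 were higher and 2582 lower after LPS than after heat shock, and that total of 4296 was 2778 without heat shock replicate 2. Across the 54613 probe sets, which are not independent replicates, Pearson's r of both responses was 0.281 (Spearman's rho 0.319). Sharing the control arrays alone gave a covariance of 0.0377 in 20 simulated sets against 0.114 measured. The simulated r was 0.499, but groups without effects give about that r against shared controls by construction. It therefore cannot be set against the r of the data. As 3 controls cannot be split with 2 or more arrays on either side, part of the correlation may come from the shared controls. Deviations of arrays of the same replicate number were also correlated, with r of 0.36 to 0.66 for control and LPS. For control and heat shock r was 0.13 to 0.47. The effect of this pairing on the correlation expected from shared controls was not tested. From the counts of shared and unshared genes, the paper concludes that most genes changed by either signal are particular to that signal and that a smaller group is shared.

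**Figure D3:**
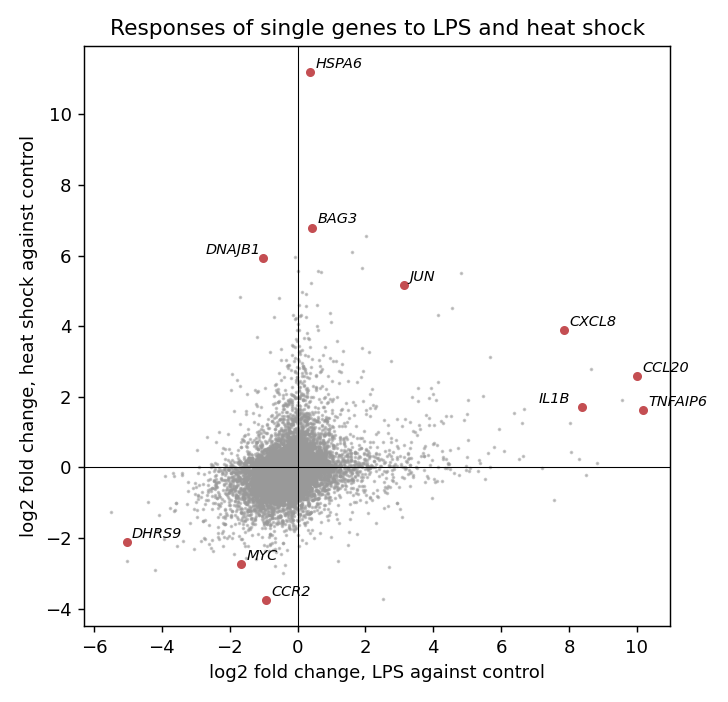
Change after LPS (horizontal axis) and after heat shock (vertical axis) of 19775 genes, as log2 ratios to control; grey points are genes and red points those labelled. TNFAIP6 and CCL20 lie far to the right, HSPA6 and BAG3 far up at 11.19 and 6.79, and JUN is higher after both.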

### Functional annotations corresponding to the upregulated LPS- and heat shock-responsive genes

To begin deriving biological meaning from the individual lists of upregulated LPS- and heat shock-responsive genes, we uploaded the respective upregulated gene lists to the PANTHER database and focused the analysis on enrichment for signaling pathways, biological processes, and molecular functions. As shown in Table 1, the upregulated LPS-responsive genes predominantly corresponded to several annotations related to inflammation, immunity, and signal transduction. In contrast, the upregulated heat shock-responsive genes predominantly corresponded to several annotations related to the stress response, molecular chaperones, and protein folding. Both upregulated gene lists corresponded to signaling pathways related to apoptosis. These data demonstrate that the individual upregulated gene lists of LPS- and heat shock-responsive genes are significantly enriched for unique functional annotations.

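LPS upregulated 13 of 29 chemokines and downregulated 0 (15 and 0 adjusted over the list alone): CCL20, which attracts lymphocytes and dendritic cells, rose by 10.02 (standard error 0.29, adjusted p = 7.84e-06), the macrophage product CCL4 by 9.55 (standard error 0.34, adjusted p = 1.28e-05) and the neutrophil attractant CXCL1 by 6.66 (standard error 0.86, adjusted p = 0.00270). Of 32 inflammatory cytokines and growth factors 8 rose (10 adjusted over the list alone). Among them IL12B, a subunit of interleukins 12 and 23, rose by 7.21 (standard error 0.63, adjusted p = 0.000540). CXCL1 was highest in LPS replicate 2, at 8.99 against 6.07 and 5.10 in LPS replicates 1 and 3. So was IL12B, at 8.83 against 6.01 and 6.71. In the NF-κB pathway 15 of 27 members and inhibitors rose (16 adjusted over the list alone), with the subunit NFKB1 at 4.44 (adjusted p = 0.000148), the adaptor TRAF1 at 4.42 (adjusted p = 0.000142) and the feedback inhibitors TNFAIP3 and TNIP3 at 4.37 (adjusted p = 0.00167) and 5.79 (adjusted p = 7.65e-05). Interferon-induced genes rose in 16 and fell in 2 of 43 cases (17 and 3 adjusted over the list alone): the antiviral proteins MX1 and IFIT1 stood at 3.76 (adjusted p = 0.000772) and 3.53 (adjusted p = 0.00399), and PSMB9 and PSMB8, subunits of the immunoproteasome, at −2.56 (adjusted p = 0.00504) and −2.26 (adjusted p = 0.00380). Immediate early genes rose in 10 and fell in 1 of 35 cases (12 and 2 adjusted over the list alone), with CCN2, a secreted matrix-associated protein, at 6.69 (adjusted p = 0.00360), the transcription factor MAFF at 4.08 (adjusted p = 0.00506) and IER3 at 3.77 (adjusted p = 0.00702). Tested as sets, these 5 lists were higher than other genes, with list medians of 1.40, 0.62, 1.31, 1.04 and 0.72 and adjusted p = 2.07e-12, 2.44e-10, 1.48e-13, 7.08e-12 and 6.03e-07. With an estimated correlation the adjusted p were 0.145, 0.262, 0.441, 0.576 and 0.682. Toll receptor signalling (adjusted p = 0.127; 5 of 27 rose and 3 fell, also adjusted over the list alone, with the adaptor kinase IRAK2 at 2.14 (adjusted p = 0.000319) and the receptor TLR2 at −2.75 (adjusted p = 0.00837)) and monocyte and macrophage markers (adjusted p = 0.0888; 5 of 30 rose, also adjusted over the list alone, with the costimulatory CD83 and CD80 at 5.93 (adjusted p = 0.000195) and 3.22 (adjusted p = 0.00180) and the protease MMP9 at 3.33 (adjusted p = 0.00117)) did not pass as sets. In every gene named here all 3 LPS arrays lay on one side of all 3 control arrays.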

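Heat shock upregulated 6 of 13 genes of the HSP70 family (8 adjusted over the list alone), with HSPH1, a nucleotide exchange factor of HSP70, at 4.30 (standard error 0.22, adjusted p = 9.10e-05) and HSPA4L at 4.27 (standard error 0.27, adjusted p = 0.000292). HSPA1A and HSPA1B are not among the 13, as their probe sets carry several gene symbols. Those probe sets rose 75.5-fold, 169.7-fold and 363-fold after heat shock. Of 33 HSP40 genes, whose products hand substrates to HSP70, 5 rose (7 adjusted over the list alone), DNAJB1 by 5.92 (standard error 0.20, adjusted p = 1.77e-05) and DNAJA4 by 5.54 (standard error 0.26, adjusted p = 5.75e-05), and of 24 HSP90 chaperones and co-chaperones 10 rose (10 adjusted over the list alone), FKBP4 by 2.89 (adjusted p = 0.000406) and STIP1 by 2.53 (adjusted p = 0.00139). Chaperonins, which fold proteins in a closed cavity, rose in 4 of 10 cases (4 adjusted over the list alone), with HSPD1 at 2.46 (adjusted p = 0.00266) and its partner HSPE1 at 1.81 (adjusted p = 0.00273). Small heat shock proteins and heat shock factors rose in 3 of 13 (3 adjusted over the list alone), among them the collagen chaperone SERPINH1 by 4.81 (adjusted p = 0.000995), and genes of the unfolded protein response in 4 of 33 (7 adjusted over the list alone), among them PPP1R15A, which restores translation after stress, by 4.37 (adjusted p = 0.00724) and the transcription factor ATF3 by 2.79 (adjusted p = 0.00740). No member of these 6 lists fell. The 6 lists were higher as sets, with list medians of 1.21, 0.07, 0.34, 0.77, 0.13 and 0.42 and adjusted p = 1.16e-12, 0.00928, 5.71e-06, 2.77e-09, 0.00698 and 6.20e-05; with an estimated correlation the adjusted p were 0.0722, 0.877, 0.772, 0.411, 0.286 and 0.772, and the HSP40 list had 0.0695 without control replicate 3. After LPS the same lists held 0, 1, 1, 0, 0 and 1 upregulated and 0, 1, 1, 0, 2 and 0 downregulated genes by limma (0, 1, 1, 0, 0 and 0, and 0, 1, 1, 0, 2 and 0, adjusted over the list alone), with 1, 10, 7, 4, 2 and 4 at an unadjusted p under 0.05. DNAJB4 rose by 2.00 (adjusted p = 0.00288) and the HSP90 partner FKBP5 by 1.64 (adjusted p = 0.00428), while DNAJC19 of the mitochondrial import machinery stood at −1.62 (adjusted p = 0.00607). As sets the LPS values were adjusted p = 0.321, 0.798, 0.121, 0.0106, 0.501 and 0.715. The chaperonins were lower (list median −0.47), with adjusted p = 0.785 with an estimated correlation and 0.0685 without LPS replicate 3. With 1 probe set per gene they had 0.215, but taking the highest mean log2 ratio works against a lower list. In each named gene that changed, the 3 treated arrays lay beyond the 3 controls.

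**Figure D4:**
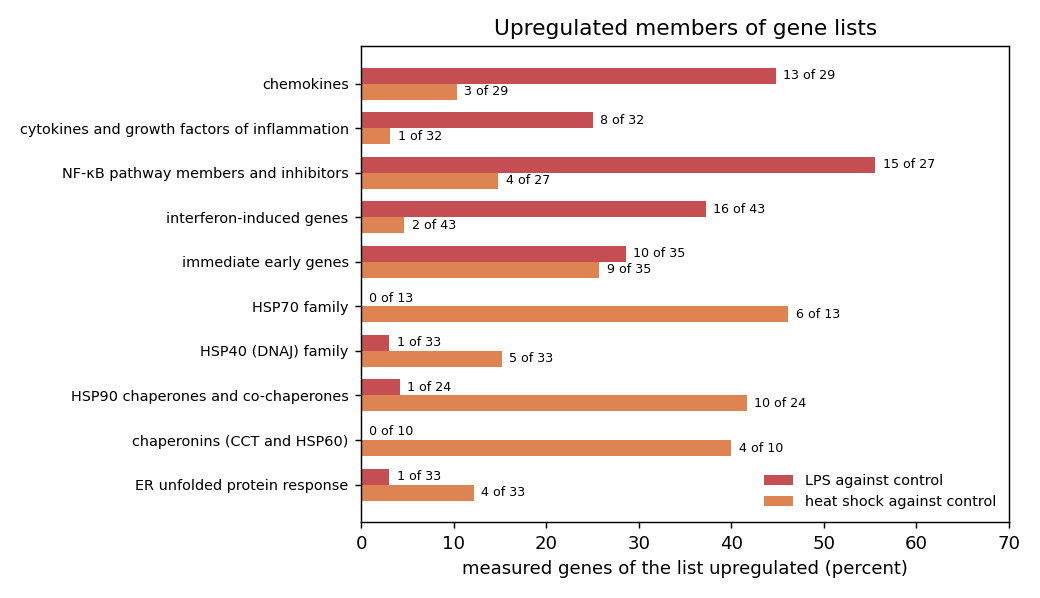
Percent of the measured genes of 10 lists that were upregulated (bars, axis from 0), after LPS and after heat shock. The bars reach 15 of 27 members and inhibitors of the NF-κB pathway and 13 of 29 chemokines after LPS (against 4 and 3 after heat shock), and 6 of 13 genes of the HSP70 family after heat shock (against 0 after LPS). HSPA1A and HSPA1B are not among these 13. The bars carry no test of the difference.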

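BCL2A1, an anti-apoptotic relative of BCL2, rose by 8.64 (standard error 0.36, adjusted p = 3.43e-05) after LPS and 2.77 (standard error 0.36, adjusted p = 0.00595) after heat shock, in all 3 arrays of either treatment above all 3 controls. LPS raised BID, a pro-apoptotic BH3 protein, by 2.93 (standard error 0.33, adjusted p = 0.00155) and lowered BIK, of the same class, to −1.73 (standard error 0.27, adjusted p = 0.00546), while heat shock raised TNFRSF10D, a decoy receptor of TRAIL, by 2.60 (standard error 0.24, adjusted p = 0.00166) and the inflammatory caspase CASP4 by 1.71 (standard error 0.25, adjusted p = 0.00922). In the other treatment BID was at 0.60 (adjusted p = 0.450) and BIK at −0.12 (0.991) after heat shock, and TNFRSF10D at 0.90 (0.0468) and CASP4 at 0.77 (0.0894) after LPS. LPS minus heat shock was 2.33 (adjusted p = 0.00339) for BID, −1.62 (adjusted p = 0.00639) for BIK and −0.94 (adjusted p = 0.0401) for CASP4, and TNFRSF10D was lower after LPS (adjusted p = 0.00331). Of the 40 measured regulators of apoptosis, 4 rose and 1 fell after LPS (5 and 1 adjusted over the list alone), and 5 rose and 1 fell after heat shock (7 and 1 adjusted over the list alone). As a set the list passed after neither with all arrays, with adjusted p = 0.0620 and 0.0974. It was higher after LPS without control replicate 1 (adjusted p = 0.00835), LPS replicate 2 (0.0335) or LPS replicate 3 (0.000494), and after centring each array on its median (0.0477). Without LPS replicate 1 it was furthest from passing after LPS, with adjusted p = 0.651. After heat shock it was higher without control replicate 1 (0.0204), and furthest from passing without control replicate 3 (0.350). With 1 probe set per gene it had adjusted p = 0.00967 after LPS. That probe set was picked for the highest mean log2 ratio, which favours a rise, so this setting cannot decide.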

**Table 1:** Functional annotations associated with the upregulated LPS- and heat shock-responsive genes, respectively.

	**LPS**	**Heat Shock**
**Pathway (p value)**	• Apoptosis signaling (1.5E-10)	• Apoptosis signaling (1.8E-3)
	• Inflammation mediated by chemokine and cytokine signaling (2.1E-7)	• Angiogenesis (3.2E-2)
	• Toll receptor signaling (9.6E-6)	
	• Integrin signaling (1.4E-2)	

**Biological process (p value)**	• Immunity and defense (2.2E-25)	• Protein folding (2.1E-14)
	• Signal transduction (5.8E-23)	• Protein metabolism and modification (1.7E-10)
	• Intracellular signaling cascade (3.0E-16)	• Stress response (1.8E-10)
	• Cell surface receptor mediated signaling (2.7E-10)	• Protein phophorylation (1.7E-6)
	• Cytokine and chemokine mediated signaling (3.1E-10)	• Immunity and defense (2.0E-5)

**Molecular function (p value)**	• Signaling molecule (1.4E-10)	• Chaperone (1.2E-16)
	• Other transcription factor (3.0E-7)	• Hsp 70 family chaperone (1.9E-7)
	• Chemokine (3.3E-6)	• Protein kinase (2.8E-6)
	• Cytokine receptor (1.2E-5)	• Transcription factor (2.0E-4)
	• Select regulatory molecule (8.9E-5)	• Chaperonin (1.2E-3)

Data are based on the PANTHER database using the default parameters in the database and Bonferroni correction for multiple comparisons.

### Functional annotations corresponding to the downregulated LPS- and heat shock-responsive genes

To begin deriving biological meaning from the individual lists of downregulated LPS- and heat shock-responsive genes, we uploaded the respective downregulated gene lists to the PANTHER database and again focused the analysis on enrichment for signaling pathways, biological processes, and molecular functions. 

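After LPS 11 of 44 genes of amino acid and one-carbon metabolism fell and 3 rose (13 and 3 adjusted over the list alone): PYCR3, of proline synthesis, was at −2.31 (standard error 0.26, adjusted p = 0.00149), BCKDHB and BCKDHA, which form the decarboxylase that breaks down branched-chain amino acids, at −2.02 (standard error 0.17, adjusted p = 0.000487) and −1.93 (standard error 0.21, adjusted p = 0.00130), and KYNU, of tryptophan breakdown, at 2.99 (standard error 0.29, adjusted p = 0.000842). In the TCA cycle and pyruvate dehydrogenase 6 of 24 fell and 0 rose (7 and 0 adjusted over the list alone), with PDHB, a subunit of pyruvate dehydrogenase, at −1.79 (standard error 0.30, adjusted p = 0.00740), and of 20 genes of fatty acid oxidation 4 fell and 0 rose (5 and 0 adjusted over the list alone), with the peroxisomal enzyme EHHADH at −2.27 (standard error 0.15, adjusted p = 0.000198). Mitochondrial ribosomal proteins fell in 19 of 75 and rose in 0 (21 and 0 adjusted over the list alone), MRPL1 to −1.65 (standard error 0.20, adjusted p = 0.00215) and MRPL16 to −1.57 (standard error 0.25, adjusted p = 0.00642), and mitochondrial complex I subunits fell in 2 of 32 (2 adjusted over the list alone), with NDUFS3 at −1.43 (standard error 0.26, adjusted p = 0.00997). Tested as sets, these 5 lists were lower, with list medians of −0.73, −0.47, −0.73, −0.63 and −0.23 and adjusted p = 4.95e-07, 0.000296, 1.21e-05, 1.45e-13 and 0.00335. With an estimated correlation the adjusted p were 0.682, 0.785, 0.682, 0.785 and 0.804. Among single arrays left out, LPS replicate 3 weakened each list most, to 2.50e-05, 0.0126, 0.000266, 4.50e-10 and 0.124. That array had 6827 probe sets at 0.5 of the control level or less, against 2362 and 4391 in LPS replicates 1 and 2. Its 3' to 5' difference of ACTB was 0.31, against −0.13 and −0.23, and that of GAPDH −0.24, against −0.20 and −0.02. Its hybridization spikes stood at −0.48, against 0.28 and 0.07. Whether these differences bear on the lists was not tested. With 1 probe set per gene the complex I list had 0.0756, but taking the highest mean log2 ratio works against a lower list. Glycolysis and the pentose phosphate pathway (adjusted p = 0.129; 1 rose and 3 fell of 28, also adjusted over the list alone, with pyruvate kinase PKM at 1.49 (adjusted p = 0.00497)) and fatty acid synthesis (adjusted p = 0.245; 1 of 12 rose, also adjusted over the list alone, the malic enzyme ME1 by 2.23 (adjusted p = 0.00243)) did not pass as sets. In the genes named, the 3 LPS arrays lay on one side of the 3 controls.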

As shown in Table 2, the downregulated LPS-responsive genes predominantly corresponded to several annotations related to protein/carbohydrate metabolism, amino acid metabolism, and other biochemical processes (e.g. oxidoreductase, dehydrogenase, and lyase activity). In contrast, the downregulated heat shock-responsive genes predominantly corresponded to several annotations related to transcription and nucleotide processing. 

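Heat shock downregulated 6 of 34 haematopoietic transcription factors and upregulated 1 (9 and 1 adjusted over the list alone). Numbered zinc finger genes, most of which encode DNA-binding proteins, fell in 15 and rose in 6 of 425 (22 and 10 adjusted over the list alone), with ZNF438 at −2.15 (standard error 0.31, adjusted p = 0.00906) and ZNF436 at 2.73 (standard error 0.21, adjusted p = 0.000738), where all 3 heat shock arrays lay beyond all 3 controls. Of 59 genes of the general transcription machinery 1 rose and 0 fell (1 and 2 adjusted over the list alone), of 39 genes of ribosome biogenesis 1 and 2 (1 and 3 adjusted over the list alone), and of 53 genes of DNA replication and the cell cycle 0 and 0 by limma (9 at an unadjusted p under 0.05; 0 and 0 adjusted over the list alone). As sets, transcription factors (list median −0.51, adjusted p = 1.85e-05), zinc finger genes (−0.09, 0.00723), DNA replication (−0.35, 0.00336) and ribosome biogenesis (−0.27, 0.0167) were lower than other genes, and general transcription (adjusted p = 0.907) and histones (1 of 45 up and 0 down, also adjusted over the list alone, and adjusted p = 0.0737) did not pass. With an estimated correlation the adjusted p of the 4 lists were 0.557, 0.772, 0.967 and 0.967. DNA replication had 0.164 without control replicate 1 and 0.502 without heat shock replicate 2, and ribosome biogenesis 0.104, 0.0636 and 0.0726 without control replicate 1, control replicate 2 and heat shock replicate 3, and 0.0550 with the replicate number as a block. With 1 probe set per gene, the zinc finger and ribosome biogenesis lists had adjusted p = 0.157 and 0.262. Taking the probe set of highest mean log2 ratio works against a lower list, so these values cannot decide.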

There were no common functional annotations between the downregulated LPS- and heat shock-responsive genes. These data demonstrate that the individual downregulated gene lists of LPS- and heat shock-responsive genes are significantly enriched for unique functional annotations.

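The transcription lists after LPS held 3 upregulated and 7 downregulated of 34 haematopoietic transcription factors (4 and 8 adjusted over the list alone; adjusted p of the set = 0.119), 0 and 2 of 59 general transcription genes (0 and 2, and adjusted p = 0.557, or 0.0334 without LPS replicate 1), among them the RNA polymerase II subunit POLR2I at −1.12 (standard error 0.17, adjusted p = 0.00529), and 0 and 3 of 53 genes of DNA replication (0 and 0, and adjusted p = 0.321, or 0.0299 with the replicate number as a block). Ribosome biogenesis was lower after LPS, with 4 of 39 genes downregulated and 0 upregulated (4 and 0 adjusted over the list alone; list median −0.47, adjusted p = 1.17e-06, and adjusted p = 0.785 with an estimated correlation). The metabolic lists after heat shock, in the order amino acid metabolism, TCA cycle, glycolysis, fatty acid synthesis, fatty acid oxidation, mitochondrial ribosomal proteins, complex I, aminoacyl-tRNA synthetases and sterol synthesis, held 0, 1, 0, 0, 0, 1, 0, 1 and 0 upregulated and 3, 0, 1, 0, 1, 3, 0, 2 and 0 downregulated genes by limma, with 9, 7, 4, 1, 1, 20, 2, 10 and 2 at an unadjusted p under 0.05. Adjusted over the list alone these were 0, 1, 0, 0, 0, 2, 0, 2 and 0 up and 4, 0, 1, 0, 1, 3, 0, 3 and 0 down, and none of the 9 passed as a set (adjusted p = 0.381, 0.568, 0.928, 0.950, 0.880, 0.147, 0.504, 0.381 and 0.464). PYCR3 fell to −2.03 (standard error 0.26, adjusted p = 0.00519) after heat shock and MRPL17 to −1.72 (standard error 0.22, adjusted p = 0.00560), while MRPL18 rose by 2.08 (standard error 0.24, adjusted p = 0.00354), the TCA cycle enzyme SUCLG1 by 1.32 (standard error 0.13, adjusted p = 0.00225) and the threonyl-tRNA synthetase TARS1 by 1.23 (standard error 0.19, adjusted p = 0.0107), each with 3 of 3 arrays beyond the controls. MRPL18 was at −1.50 (standard error 0.24, adjusted p = 0.00605) after LPS, and LPS minus heat shock was −3.58 (adjusted p = 0.000124).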

**Table 2:** Functional annotations associated with the downregulated LPS- and heat shock-responsive genes, respectively.

	**LPS**	**Heat Shock**
**Pathways**	• None signficant	• None significant
**Biological process (p value)**	• Protein metabolism and modification (6.8E-7)	• Nucleoside, nucleotide and nucleic acid metabolism (1.3E-3)
	• Amino acid metabolism (5.2E-6)	• mRNA transcription regulation
	• Other metabolism (1.4E-5)	• (2.7E-3)
	• Carbohydrate metabolism (1.3E-4)	• mRNA transcription (3.3E-2)
	• Protein modification (2.2E-4)	
**Molecular function (p value)**	• Oxidoreductase (5.0E-7)	• Transferase (1.4E-3)
	• Dehydrogenase (4.4E-6)	• Transcription factor (1.9E-3)
	• Synthase and synthetase (3.3E-4)	• Nucleic acid binding (9.5E-3)
	• Transferase (5.5E-4)	
	• Lyase (1.5E-3)	

Data are based on the PANTHER database using the default parameters in the database and Bonferroni correction for multiple comparisons.

### Gene network expression corresponding to the upregulated LPS- and heat shock-responsive genes

To derive further biological meaning from the individual lists of upregulated LPS- and heat shock-responsive genes, we uploaded the respective upregulated gene lists to the IPA application and focused the analysis on gene network expression. The two highest scoring, upregulated LPS-responsive gene networks were merged as depicted in Figure 3. This upregulated LPS-responsive gene network is dominated by two gene nodes, located in the extracellular compartment, and having the highest degree of connectivity relative to the other gene nodes in the network: interleukin-1β (IL1B) and tumor necrosis factor (TNF). 

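IL1B, a cytokine released from activated monocytes, rose by 8.37 (standard error 0.46, adjusted p = 7.78e-05) after LPS, and TNF, which drives acute inflammation, by 4.11 (standard error 0.34, adjusted p = 0.000432), with 3 of 3 LPS arrays above all 3 control arrays. After heat shock TNF was at −0.39 (standard error 0.34, adjusted p = 0.731), where the arrays of the groups overlapped, and LPS minus heat shock was 4.51 (adjusted p = 0.000221) for TNF and 6.66 (adjusted p = 0.000146) for IL1B.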

The list of genes corresponding to this upregulated LPS-responsive gene network was subsequently uploaded to an independent database (D.A.V.I.D.) to derive the functional annotations corresponding to the gene network. The results of the D.A.V.I.D.-based analysis are provided in Table 3 and demonstrate that this upregulated LPS-responsive gene network is enriched for functional annotations corresponding to immunity and inflammation.

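Of the 65 probe sets in the study's list of this network, 57 were upregulated and 0 downregulated by LPS, with a median log2 change of 2.84; as the study chose the list on these samples, it is not independent evidence of its direction. After heat shock 7 of the 65 were upregulated and 0 downregulated, with a median of 0.22, and 45 differed directly between LPS and heat shock (limma).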

**Figure 3:**
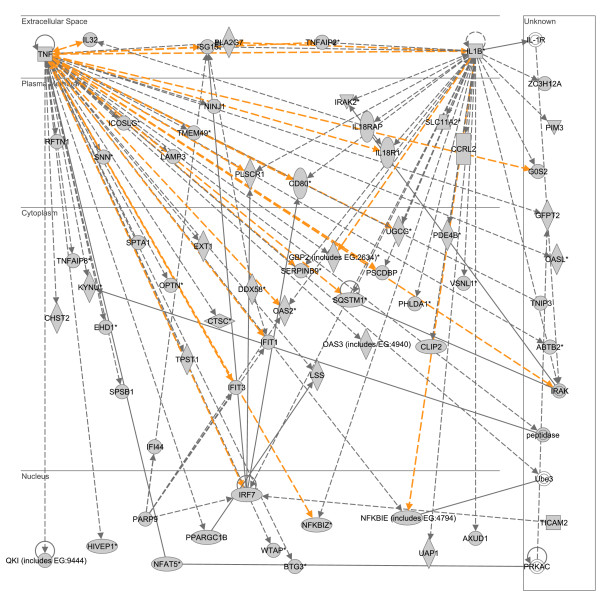
**Merge of two top scoring IPA networks derived from the list of 1,345 upregulated LPS-responsive genes.** The merged network is depicted in the context of cellular compartments. This upregulated LPS-responsive network contains two nodes in the extracellular compartment having a high degree of connectivity to other network genes: tumor necrosis factor (TNF) and interleukin-1β (IL1B). Gold lines indicate connectivity between the two merged networks. See text for network derivation, and see Additional file 3 for network gene list and Additional file 4 for network legend.

**Table 3:** Top 10 functional annotations for two merged networks upregulated in response to LPS (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
SP_PIR_KEYWORDS	interferon induction	9	9.3E-11
GOTERM_BP_ALL	response to biotic stimulus	25	1.6E-8
GOTERM_BP_ALL	immune response	23	3.2E-8
GOTERM_BP_ALL	defense response	23	1.5E-7
GOTERM_BP_ALL	response to stimulus	28	8.4E-5
GOTERM_BP_ALL	response to stress	18	1.3E-4
GOTERM_BP_ALL	response to external stimulus	13	1.5E-4
GOTERM_BP_ALL	organismal physiological process	28	1.8E-4
GOTERM_BP_ALL	response to pest/pathogen/parasite	13	2.9E-4
GOTERM_BP_ALL	response to other organism	13	4.8E-4

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing.

The two highest scoring, upregulated heat shock-responsive gene networks were merged and analyzed in a similar manner as described above. As shown in Figure 4, the upregulated heat shock-responsive gene network is dominated by two gene nodes having the highest degree of connectivity relative to the other gene nodes in the network: interleukin-1β (IL1B; extracellular compartment) and the jun oncogene (JUN; nuclear compartment). 

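JUN, a subunit of the transcription factor AP-1, rose by 5.16 (standard error 0.39, adjusted p = 0.000671) after heat shock and 3.14 (standard error 0.39, adjusted p = 0.00226) after LPS, in 3 of 3 arrays of either treatment above all 3 controls, and LPS minus heat shock was −2.02 (adjusted p = 0.0120). IL1B was at 1.71 (standard error 0.46, adjusted p = 0.0797) after heat shock, above all 3 controls in 3 of 3 arrays, and did not pass. It passed with a separate test of each probe set over those past the fold filter, with limma p-values adjusted over those, and without LPS replicate 2, where its change was 1.71. Of 35 immediate early genes, 9 rose and 1 fell after heat shock (12 and 2 adjusted over the list alone; list median 0.80, adjusted p = 1.25e-07, and adjusted p = 0.648 with an estimated correlation), among them IER5 by 5.63 (standard error 0.41, adjusted p = 0.000605). Inflammatory cytokines and growth factors rose in 1 and fell in 0 of 32 cases, also adjusted over the list alone, and did not pass as a set (adjusted p = 0.0531).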

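In the network built by the study from genes upregulated by heat shock, 46 of 70 probe sets were upregulated and 0 downregulated by heat shock, with a median log2 change of 1.82; the study chose them on these samples, so the count is not independent evidence of the direction. LPS upregulated 21 of the 70 and downregulated 6, with a median of 0.44, 12 were upregulated by both, and 45 differed directly between the treatments in the limma comparison.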

The results of the subsequent D.A.V.I.D.-based analysis are provided in Table 4 and demonstrate that this upregulated heat shock-responsive gene network is enriched for functional annotations corresponding to molecular chaperone and heat shock protein activity.

**Figure 4:**
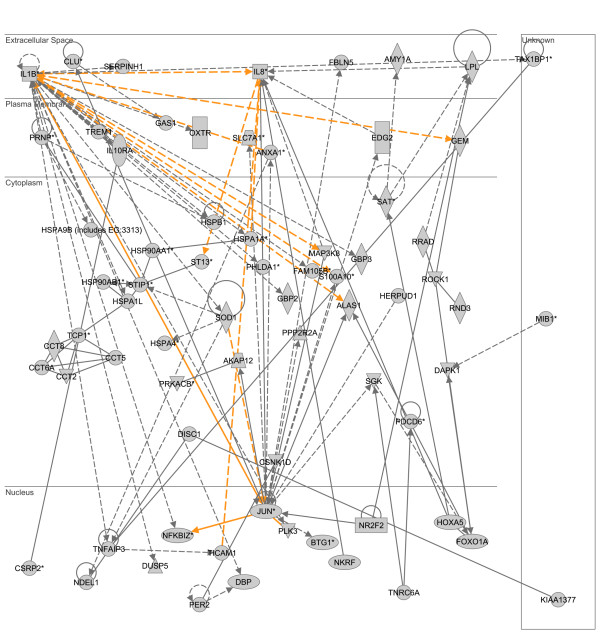
**Merge of two top scoring IPA networks derived from the list of 1,476 upregulated heat shock-responsive genes.** The merged network is depicted in the context of cellular compartments. This upregulated heat shock-responsive network contains two nodes having a high degree of connectivity to other network genes: interleukin-1β (IL1B) located in the extracellular compartment and jun oncogene (JUN) located in the nuclear compartment. Gold lines indicate connectivity between the two merged networks. See text for network derivation, and see Additional file 5 for network gene list and Additional file 4 for network legend.

**Table 4:** Top 10 functional annotations for two merged networks upregulated in response to heat shock (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
SP_PIR_KEYWORDS	chaperone	11	1.4E-8
GOTERM_BP_ALL	protein folding	14	4.6E-7
SP_PIR_KEYWORDS	heat shock	8	1.2E-7
GOTERM_BP_ALL	response to unfolded protein	9	5.4E-7
GOTERM_BP_ALL	response to protein stimulus	9	5.4E-7
SP_PIR_KEYWORDS	nucleotide-binding	22	3.2E-7
SP_PIR_KEYWORDS	molecular chaperone	6	4.4E-7
GOTERM_MF_ALL	unfolded protein binding	11	4.5E-6
SP_PIR_KEYWORDS	atp-binding	18	6.6E-6
INTERPRO_NAME	chaperonin TCP-1	5	3.8E-4

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing.

These data demonstrate that the individual upregulated gene lists of LPS- and heat shock-responsive genes correspond to distinct gene networks having unique functional annotations. Complete lists of the respective network genes and a network legend are provided in Additional files 3 to 5.

### Gene network expression corresponding to the downregulated LPS- and heat shock-responsive genes

To derive further biological meaning from the individual lists of downregulated LPS- and heat shock-responsive genes, we conducted an identical analysis as described above based on the IPA application and the D.A.V.I.D. database. The two highest scoring, downregulated LPS-responsive gene networks were merged as depicted in Figure 5. This downregulated LPS-responsive gene network is dominated by two gene nodes, located in the nuclear compartment, and having the highest degree connectivity relative to the other gene nodes in the network: v-myc myelocytomatosis viral oncogene homolog (MYC) and sterol regulatory element binding transcription factor 1 (SREBF1). 

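SREBF1, a transcription factor of lipid and sterol synthesis, was at −0.89 (standard error 0.18, adjusted p = 0.0160) after LPS, lower in 3 of 3 arrays but short of the 2-fold filter; 1 of its probe sets fell to −1.71 (adjusted p = 0.0262) and the other was at −0.06 (adjusted p = 0.799). The gene passed without the fold filter, and the call of the first probe set was lost without LPS replicate 1, 2 or 3, where its ratio was 0.296, 0.291 and 0.331. MYC, a regulator of growth and proliferation, was at −1.66 (standard error 0.49, adjusted p = 0.0649), below all 3 controls in 3 of 3 LPS arrays, and did not pass. At the same change it passed with the replicate number as a block, with a separate test of each probe set over those past the fold filter, with limma p-values adjusted over those, with only the arrays compared or all 12 arrays in the fit, and without heat shock replicate 3.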

The results of the subsequent D.A.V.I.D.-based analysis are provided in Table 5 and demonstrate that this downregulated LPS-responsive gene network is enriched for functional annotations corresponding to protein metabolism/synthesis, tRNA-related biochemistry, and sterol metabolism.

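LPS downregulated 6 of 34 aminoacyl-tRNA synthetases and their cofactors and upregulated 0 (7 and 0 adjusted over the list alone), with the mitochondrial synthetases NARS2 at −2.12 (standard error 0.31, adjusted p = 0.00436) and IARS2 at −1.89 (standard error 0.15, adjusted p = 0.000418). In sterol synthesis and uptake 6 of 25 genes fell and 0 rose (8 and 0 adjusted over the list alone), with TMEM97, a regulator of cellular cholesterol, at −2.01 (standard error 0.35, adjusted p = 0.00873); for these 3 genes all LPS arrays lay below all controls. Both lists were lower as sets, with list medians of −0.46 and −0.89 and adjusted p = 3.65e-05 and 9.40e-05, and had adjusted p = 0.785 and 0.785 with an estimated correlation. Of the 65 probe sets of the study's network, a list chosen on these samples and so not independent evidence, 52 were downregulated and 0 upregulated by LPS (median −1.46); 3 were downregulated and 1 upregulated by heat shock (median −0.19), and 36 differed directly.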

**Figure 5:**
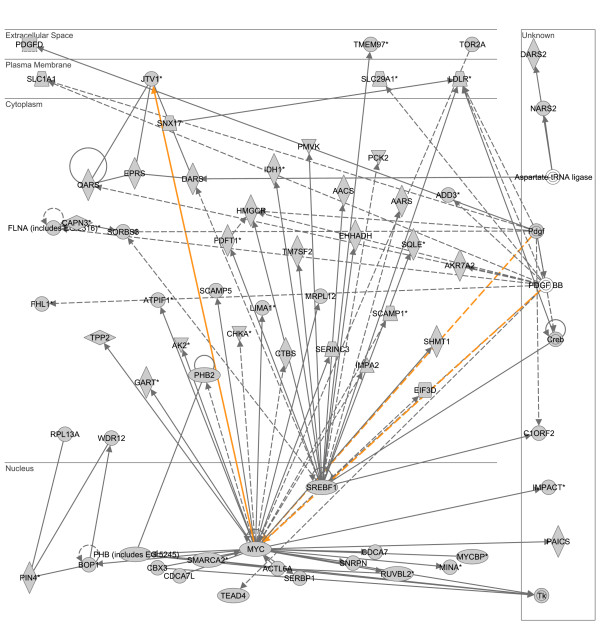
**Merge of two top scoring IPA networks derived from the list of 2,623 downregulated LPS-responsive genes.** The merged network is depicted in the context of cellular compartments. This downregulated LPS-responsive network contains two nodes in the nuclear compartment having a high degree of connectivity to other network genes: v-myc myelocytomatosis viral oncogene homolog (MYC) and sterol regulatory element binding transcription factor 1 (SREBF1). Gold lines indicate connectivity between the two merged networks. See text for network derivation and see Additional file 6 for network gene list and Additional file 4 for network legend.

**Table 5:** Top 10 functional annotations for two merged networks downregulated in response to LPS (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
SP_PIR_KEYWORDS	aminoacyl-tRNA synthatase	6	1.7E-4
SP_PIR_KEYWORDS	protein biosynthesis	8	5.2E-4
GOTERM_BP_ALL	sterol metabolism	7	6.0E-4
GOTERM_BP_ALL	cellular physiological process	57	7.0E-4
GOTERM_BP_ALL	biosynthesis	21	1.0E-3
GOTERM_MF_ALL	aminoacyl-tRNA ligase activity	6	1.3E-3
GOTERM_MF_ALL	ligase activity, carbon-oxygen bonds	6	1.3E-3
GOTERM_BP_ALL	amino acid activation	6	1.6E-3
GOTERM_BP_ALL	tRNA aminoacylation for protein translation	6	1.6E-3
GOTERM_BP_ALL	tRNA amioacylation	6	1.6E-3

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing.

The two highest scoring, downregulated heat shock-responsive gene networks were merged as depicted in Figure 6. This downregulated heat shock-responsive gene network is dominated by two gene nodes, located in the nuclear compartment, and having the highest degree connectivity relative to the other gene nodes in the network: v-myc myelocytomatosis viral oncogene homolog (MYC) and Sp1 transcription factor (SP1). 

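After heat shock MYC fell to −2.74 (standard error 0.49, adjusted p = 0.0199), with 3 of 3 arrays below all 3 controls. As a gene it did not pass without control replicate 1 or control replicate 2, where its change was −2.83 and −2.45. Its probe set, adjusted over all probe sets, passed with all arrays (limma, adjusted p = 0.0304). That call was lost without control replicate 1, 2 or 3, heat shock replicate 1 or 2, or LPS replicate 2. Its ratio was then 0.140, 0.182, 0.132, 0.124, 0.125 and 0.150, against 0.150 with all arrays. SP1, a transcription factor of many promoters, was at −0.60 (standard error 0.22, adjusted p = 0.195) as the mean of its 4 probe sets, also below the controls in 3 of 3 arrays, and did not pass; the probe sets were at −1.09 (adjusted p = 0.0863), −0.62 (0.191), −0.47 (0.681) and −0.22 (0.944).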

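Of the 70 probe sets that the study placed in its network of genes downregulated by heat shock, 20 were downregulated and 0 upregulated here by heat shock, with a median log2 change of −1.33; the list was chosen on these samples and is not independent evidence of its direction. After LPS 14 were downregulated and 6 upregulated, with a median of −0.37, 8 were downregulated by both treatments and 26 differed directly between them (limma).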

The results of the subsequent D.A.V.I.D.-based analysis are provided in Table 6 and demonstrate that this downregulated heat shock-responsive gene network is enriched for functional annotations corresponding to transcription and nucleic acid metabolism.

**Figure 6:**
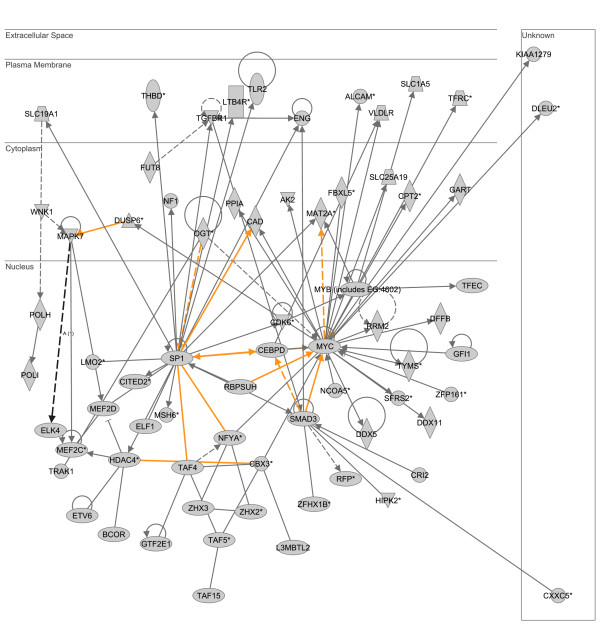
**Merge of two top scoring IPA networks derived from the list of 1,445 downregulated heat shock-responsive genes.** The merged network is depicted in the context of cellular compartments. This downregulated heat shock-responsive network contains two nodes in the nuclear compartment having a high degree of connectivity to other network genes: v-myc myelocytomatosis viral oncogene homolog (MYC) and Sp1 transcription factor (SP1). Gold lines indicate connectivity between the two merged networks. See text for network derivation, and see Additional file 7 for network gene list and Additional file 4 for network legend.

**Table 6:** Top 10 functional annotations for two merged networks downregulated in response to heat shock (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
SP_PIR_KEYWORDS	transcription	28	1.7E-11
SP_PIR_KEYWORDS	transcription regulation	28	1.4E-11
SP_PIR_KEYWORDS	nuclear protein	37	4.0E-11
GOTERM_BP_ALL	nucleic acid metabolism	42	1.9E-7
SP_PIR_KEYWORDS	repressor	11	7.9E-7
GOTERM_BP_ALL	regulation, nucleic acid metabolism	32	4.7E-6
GOTERM_BP_ALL	regulation of transcription	31	1.1E-5
GOTERM_BP_ALL	regulation of cellular metabolism	32	9.6E-6
GOTERM_BP_ALL	regulation of cellular process	38	1.2E-5
GOTERM_BP_ALL	regulation of metabolism	32	1.2E-5

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing.

These data demonstrate that the individual downregulated gene lists of LPS- and heat shock-responsive genes correspond to distinct gene networks having unique functional annotations. Complete lists of the respective network genes and a network legend are provided in Additional files 4, 6, and 7.

### Gene network expression corresponding to the common upregulated LPS- and heat shock-responsive genes

As previously described (Figure 1), there were 184 genes common to both the upregulated LPS-responsive gene list and the upregulated heat shock-responsive gene list. These 184 common genes were uploaded to the IPA application and the analytical focus was again placed on the presence of gene networks. The two highest scoring, upregulated gene networks corresponding to this 184 common gene list were merged as depicted in Figure 7. This upregulated gene network contains interleukin-1β (IL1B) and interleukin-8 (IL8) as two highly connected gene nodes, located in the extracellular compartment, and also having high level connectivity to the NF-κB pathway. 

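CXCL8, the chemokine formerly named interleukin-8, rose by 7.87 (standard error 0.68, adjusted p = 0.000540) after LPS and 3.90 (standard error 0.68, adjusted p = 0.0189) after heat shock, in 3 of 3 arrays of either treatment above all 3 controls, and LPS minus heat shock was 3.97 (adjusted p = 0.00753). Its call after heat shock was lost without control replicate 2, control replicate 3, heat shock replicate 1 or heat shock replicate 2, where its change was 3.54, 3.87, 3.37 and 3.88.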

The list of genes corresponding to this upregulated LPS/heat shock-responsive network was subsequently uploaded to an independent database (D.A.V.I.D.) to derive the functional annotations corresponding to the network. The results of the D.A.V.I.D.-based analysis are provided in Table 7 and demonstrate that this upregulated LPS/heat shock-responsive network is enriched for functional annotations corresponding to inflammation and chemokine-related biology. These data demonstrate that the common genes upregulated in response to LPS or heat shock correspond to a gene network associated with inflammation in general, and more specifically with chemokine-related biology. 

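CCL20 rose by 2.58 (standard error 0.29, adjusted p = 0.00330) after heat shock and CCL4 by 1.90 (standard error 0.34, adjusted p = 0.0196), in 3 of 3 arrays above all 3 controls. LPS minus heat shock was 7.44 (adjusted p = 1.77e-05) for CCL20 and 7.65 (adjusted p = 2.70e-05) for CCL4. Heat shock upregulated 3 of 29 chemokines and downregulated 0, also adjusted over the list alone. It downregulated 4 of 11 chemokine receptors and upregulated 0, also adjusted over the list alone, and after LPS 2 receptors rose and 2 fell, among them the atypical receptor CCRL2 by 2.84 (standard error 0.33, adjusted p = 0.00176). As sets, chemokines were higher after heat shock (list median 0.07, adjusted p = 0.0495, and adjusted p = 0.772 with an estimated correlation) and receptors lower (list median −0.13, adjusted p = 0.00928, and adjusted p = 0.286 with an estimated correlation), and receptors did not pass after LPS (adjusted p = 0.865). The chemokine list had adjusted p = 0.0619 with the replicate number as a block, 0.0898 with all 12 arrays in the fit, 0.262 with 1 probe set per gene, and 0.124, 0.0886, 0.0535 and 0.0530 without control replicate 1, heat shock replicate 1, heat shock replicate 2 and LPS replicate 3. CCL4 no longer passed without any of control replicates 1, 2 and 3 or heat shock replicates 1 and 2, where its change was 1.96, 1.98, 1.76, 1.71 and 1.88.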

A complete list of the respective network genes and a network legend are provided in Additional files 4 and 8.

**Figure 7:**
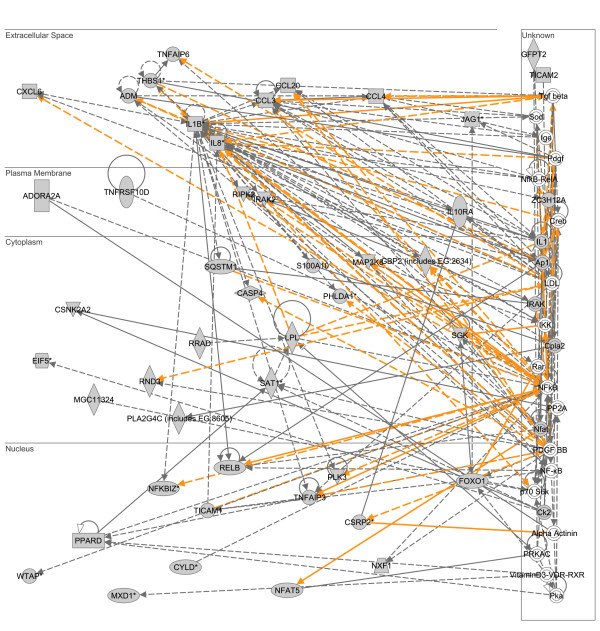
**Merge of two top scoring IPA networks derived from the list of 184 genes common to both the upregulated LPS-responsive gene list and the upregulated heat shock-responsive gene list.** The merged network is depicted in the context of cellular compartments. This upregulated, common LPS/heat shock-responsive network contains two nodes in the extracellular compartment having a high degree of connectivity to other network genes: interleukin-1β (IL1B) and interleukin-8 (IL8). Both the IL1B and IL8 nodes also demonstrate high level connectivity to the NF-κB pathway. Gold lines indicate connectivity between the two merged networks. See text for network derivation, and see Additional file 8 for network gene list and Additional file 4 for network legend.

**Table 7:** Top 10 functional annotations for two merged networks commonly upregulated in response to both LPS and heat shock (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
GOTERM_BP_ALL	inflammatory response	12	2.9E-8
GOTERM_BP_ALL	response to wounding	14	4.6E-8
GOTERM_BP_ALL	response to external stimulus	14	8.2E-7
INTERPRO_NAME	small chemokine, interleukin-8-like	6	2.7E-4
GOTERM_MF_ALL	protein binding	29	1.5E-4
GOTERM_MF_ALL	chemokine activity	6	8.2E-5
GOTERM_MF_ALL	chemokine receptor binding	6	8.2E-5
GOTERM_BP_ALL	response to stress	16	9.3E-5
SMART_NAME	SCY^1^	6	1.2E-4
SP_PIR_KEYWORDS	chemotaxis	6	3.2E-4

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing. ^1^Intercrine alpha family (small chemokine C-X-C) (chemokine CXC)

### Gene network expression corresponding to the common downregulated LPS- and heat shock-responsive genes

As previously described (Figure 2), there were 430 genes common to both the downregulated LPS-responsive gene list and the downregulated heat shock-responsive gene list. These 430 common genes were analyzed in a similar manner to that described above for the common upregulated genes. The two highest scoring, downregulated gene networks corresponding to this 430 common gene list were merged as depicted in Figure 8. This downregulated gene network contains B-cell CLL/lymphoma 2 (BCL2; cytoplasmic compartment) and v-myc myelocytomatosis viral oncogene homolog (MYC; nuclear compartment) as two highly connected gene nodes. 

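BCL2, an inhibitor of apoptosis, was at −0.86 (standard error 0.16, adjusted p = 0.0110) after LPS and −1.08 (standard error 0.16, adjusted p = 0.00934) after heat shock as the mean of its probe sets, lower than all 3 controls in 3 of 3 arrays of either treatment, and missed the 2-fold filter on group medians in both. Among the 4 probe sets annotated to BCL2 alone, 1 was downregulated by heat shock (−2.85, adjusted p = 0.0269) and 0 by LPS, where the same probe set was at −1.96 (adjusted p = 0.0585). That call was lost without control replicate 1, control replicate 2, heat shock replicate 2, heat shock replicate 3 or LPS replicate 2, where its ratio was 0.168, 0.133, 0.179, 0.150 and 0.138, and the mean of the probe sets passed after heat shock without control replicate 2 (−1.11), control replicate 3 (−1.23), heat shock replicate 1 (−1.12) or heat shock replicate 3 (−1.10). Of a further pair of probe sets that the paper lists as BCL2 and that carry no gene symbol in the annotation used, 1 was downregulated by LPS (−1.94, adjusted p = 0.0267) and at −1.51 (0.102) after heat shock, and the other was at −2.02 (0.0551) and −2.08 (0.0788). The call of the first was lost without control replicate 1, control replicate 2, LPS replicate 2 or LPS replicate 3, where its ratio was 0.327, 0.231, 0.286 and 0.295. MYC, whose product drives cell growth, differed by 1.08 (adjusted p = 0.213) as LPS minus heat shock, and BCL2 by 0.22 (adjusted p = 0.505).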

The results of the D.A.V.I.D.-based analysis of this network are provided in Table 8 and demonstrate that this downregulated LPS/heat shock-responsive gene network is enriched for functional annotations corresponding to the cellular membrane and phosphorylation. These data demonstrate that the common genes downregulated in response to LPS or heat shock correspond to a gene network associated with the cellular membrane in general, and more specifically with phosphorylation events. 

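Protein kinases of the AGC, MAPK and Src families rose in 6 and fell in 4 of 44 cases after LPS (6 and 6 adjusted over the list alone) and rose in 2 and fell in 2 after heat shock (2 and 4 adjusted over the list alone), and passed as a set after neither (adjusted p = 0.321 and 0.0737). TEC, a tyrosine kinase of blood cells, was at −2.09 (adjusted p = 0.000721) after LPS and −1.36 (standard error 0.19, adjusted p = 0.00853) after heat shock. LPS raised MAP3K8, a kinase upstream of ERK, by 4.72 (standard error 0.51, adjusted p = 0.00128), and the Src family kinases LYN and FGR by 2.64 (standard error 0.47, adjusted p = 0.00976) and 2.32 (standard error 0.36, adjusted p = 0.00546), in 3 of 3 arrays above the controls. Of the study's 430 commonly downregulated probe sets, a list chosen on these samples and not independent evidence, 380 were downregulated by LPS, 242 by heat shock and 223 by both, with medians of −1.71 and −1.40.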

A complete list of the respective network genes and a network legend are provided in Additional files 4 and 8.

**Figure 8:**
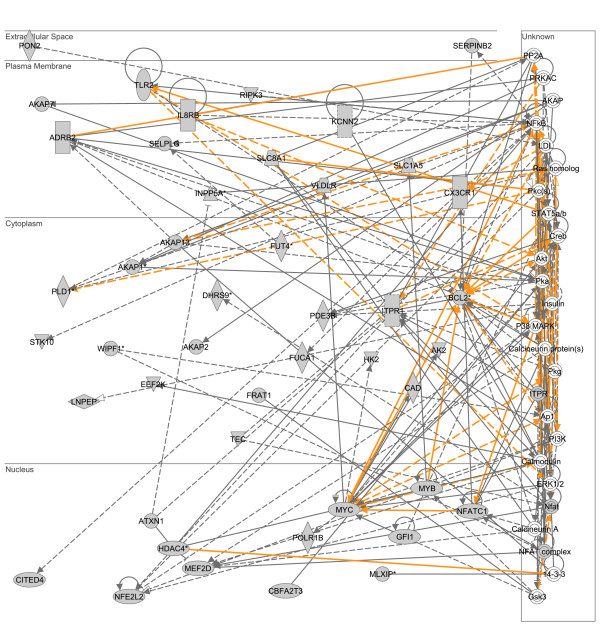
**Merge of two top scoring IPA networks derived from the list of 430 genes common to both the downregulated LPS-responsive gene list and the downregulated heat shock-responsive gene list.** The merged network is depicted in the context of cellular compartments. This downregulated, common LPS/heat shock-responsive network contains two nodes having a high degree of connectivity to other network genes: B-cell CLL/lymphoma 2 (BCL2) in the cytoplasmic compartment and v-myc myelocytomatosis viral oncogene homolog (MYC) in the nuclear compartment. Gold lines indicate connectivity between the two merged networks. See text for network derivation, and see Additional file 8 for network gene list and Additional file 4 for network legend.

**Table 8:** Three significant functional annotations for two merged networks commonly downregulated in response to both LPS and heat shock (based on p value).

**Category**	**Term**	**# of genes**	**p-value**
SP_PIR_KEYWORDS	membrane	20	8.2E-3
SP_PIR_KEYWORDS	phosphorylation	14	1.0E-2
SP_PIR_KEYWORDS	kinase	9	3.8E-2

The analysis is based on the default parameters in D.A.V.I.D. and uses Benjamini-Hochberg correction for multiple testing. Unlike the other Tables, Table 8 lists only three functional annotations because all other related annotations did not have significant p values (< 0.05) when subjected to Benjamini-Hochberg correction.

### Top genes expressed in response to LPS or heat shock stress

In order to assess the validity of the data presented above, we extracted the top ten genes expressed in response to LPS or heat shock stress (based on fold induction over control conditions). The majority of the top ten genes expressed in response to LPS stress (Table 9) are well established LPS-responsive genes. Similarly, the top ten genes expressed in response to heat shock stress (Table 10) are well established heat shock-responsive genes. These data demonstrate consistency with known LPS- and heat shock-related biology, thus adding an important level of validity to the data presented in the previous sections.

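Measured at single probe sets, the geometric means of the LPS arrays stood over those of the controls by 1696-fold and 804-fold for TNFAIP6, 1036-fold for CCL20, 749-fold for CCL4, 519-fold and 403-fold for IGFBP3, and 447-fold and 245-fold for IL1B. BCL2A1 stood at 399-fold, CXCL8 at 365-fold and 149-fold, LAMP3 at 359-fold, EBI3 at 316-fold, and IL7R at 346-fold and 205-fold, and all of these probe sets were upregulated after LPS. Without LPS replicate 2 the last pair stood at 188-fold and 96.9-fold and the first probe set of CXCL8 at 235-fold, and without LPS replicate 3 that pair stood at 519.8-fold and 423-fold. After heat shock, as means of their probe sets, IGFBP3 was at 0.11 (adjusted p = 0.991) and IL7R at 0.44 (0.975) on the log2 scale, while TNFAIP6 rose by 1.62 (standard error 0.30, adjusted p = 0.0222). That call of TNFAIP6 was lost without control replicate 1, control replicate 2, heat shock replicate 2 or heat shock replicate 3, where its change was 1.64, 1.52, 1.51 and 1.41, and with 1 probe set per gene. LPS minus heat shock was 8.73 (adjusted p = 3.64e-05) for IGFBP3, 7.61 (adjusted p = 0.00116) for IL7R and 8.57 (adjusted p = 1.32e-05) for TNFAIP6.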

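HSPA6 rose 3580.0-fold and 1526-fold after heat shock at its 2 probe sets, and 3 probe sets annotated jointly to several inducible genes of the HSP70 family 363-fold, 169.7-fold and 75.5-fold. IER5, an immediate early gene, rose 49.7-fold, and a probe set that the paper lists as IER5 and that carries no gene symbol in the annotation used 229.8-fold, or 361-fold without control replicate 1. COL1A1, the main chain of type I collagen, rose 183, 52.4 and 3.16-fold at 3 probe sets and did not pass at the other 2, and P4HA2, which hydroxylates collagen, rose 118-fold and 15.5-fold at 2 and did not pass at the third. BAG3 rose 111-fold, DNAJB4 106-fold and 82.9-fold, DUSP1 95.6-fold at its most changed probe set (149-fold without heat shock replicate 3), and JUN 82.0, 57.1, 20.2 and 17.1-fold. As means over their probe sets, COL1A1 and P4HA2 rose by 3.18 (standard error 0.14, adjusted p = 5.75e-05) and 3.65 (standard error 0.16, adjusted p = 5.75e-05) on the log2 scale, above all 3 controls in 3 of 3 arrays, and after LPS were at 0.21 (adjusted p = 0.484) and −0.05 (0.906).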

**Table 9:** Top 10 genes (based on fold change versus control cells) expressed in response to LPS stress.

**Description**	**Gene Symbol**	**Fold Change**
tumor necrosis factor, alpha-induced protein 6	TNFAIP6	1,696
chemokine (C-C motif) ligand 20 *Alias: MIP-3α*	CCL20	1,036
chemokine (C-C motif) ligand 4 *Alias: MIP-1β*	CCL4	749
insulin-like growth factor binding protein 3	IGFBP3	519
interleukin 1, beta	IL1B	446
BCL2-related protein A1	BCL2A1	399
interleukin 8	IL8	365
lysosomal-associated membrane protein 3 *Alias: CD208*	LAMP3	359
Epstein-Barr virus induced gene 3 *Alias: Interleukin-27*	EBI3	315
interleukin receptor 7	IL7R	205

**Table 10:** Top 10 genes (based on fold change versus control cells) expressed in response to heat shock stress.

**Description**	**Gene Symbol**	**Fold Change**
heat shock 70 kDa protein 6	HSPA6	3,580
heat shock 70 kDa protein 1B	HSPA1B	1,526
immediate early response 5	IER5	230
collagen, type I, alpha 1	COL1A1	183
heat shock 70 kDa protein 1A	HSPA1A	170
Procollagen-proline, 2-oxoglutarate 4-dioxygenase (proline 4-hydroxylase), alpha polypeptide II	P4HA2	118
BCL2-associated athanogene 3 *Alias: BAG-family molecular chaperone regulator-3*	BAG3	111
DnaJ (Hsp40) homolog, subfamily B, member 4 *Alias: DnaJ-like heat shock protein 40*	DNAJB4	106
dual specificity phosphatase 1 *Alias: MKP-1*	DUSP1	96
v-jun sarcoma virus 17 oncogene homolog *Alias: c-jun*	JUN	82

## Discussion

We have characterized the genome-level responses of THP-1 cells (a model of peripheral blood mononuclear cells) following stimulation with one of two canonical stress/danger signals at a single time point. While previous high throughput-centered studies have focused on either LPS [7-12] or heat shock stress alone [28-34], to our knowledge the current work represents the first direct comparison of LPS and heat shock stress based on the same analytical approach. Importantly, the analytical approach employs three independent genomic expression discovery databases (i.e. PANTHER, IPA, and D.A.V.I.D.), thus adding to the trustworthiness of the derived functional annotations and networks.

The global view (Venn diagrams) of the genes differentially regulated in response to LPS or heat shock stress indicates that each stress signal regulates (increased or decreased expression) a relatively unique group of genes. Among the upregulated genes, > 85% of the genes were uniquely expressed in response to either LPS or heat shock stimulation. Among the downregulated genes, > 69% of the genes were uniquely repressed in response to either LPS or heat shock stimulation. Thus, the mononuclear cell response to LPS stress is generally divergent compared to that of heat shock stress.

The divergence between the LPS response and the heat shock response is evident by the functional annotations derived for the respective individual lists of differentially regulated genes. The functional annotations derived for the upregulated LPS-responsive genes were predominantly in the areas of inflammation and immunity. This observation is consistent with the well known role of LPS as the major pathogen associated molecular pattern of gram negative bacteria, and the well known role of peripheral blood mononuclear cells as sentinels of the innate immune system [35]. In contrast, the functional annotations derived for the upregulated heat shock-responsive genes were predominantly in the areas of heat shock proteins, protein unfolding, and molecular chaperones. This observation is also consistent with the existing literature surrounding the heat shock response and heat shock proteins [2,36].

The assertion of divergence is further supported by the functional annotations derived for the individual lists of differentially downregulated genes. The functional annotations derived for the downregulated LPS-responsive genes were predominantly in the areas of protein biosynthesis and sterol metabolism. These observations are indirectly supported by reports documenting LPS-mediated alterations of protein and lipid metabolism [37-42]. In contrast, the functional annotations derived for the downregulated heat shock-responsive genes were predominantly in the areas of nucleic acid metabolism and regulation of transcription. These observations are consistent with the aforementioned paradigm in which the heat shock response is characterized by a re-prioritization of gene expression toward heat shock protein transcription while non-heat shock protein gene transcription is globally repressed [4-6]. This paradigm is likely to be dependent on the time frame after heat shock. For example, global transcriptional repression may be most evident immediately following heat shock. However, the relatively large number of "non-heat shock protein" genes expressed four hours after THP-1 cells were subjected to heat shock indicates that the concept of global transcriptional repression following heat shock may be an oversimplification. 

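Of the genes upregulated by heat shock, 28 belong to the 5 lists of heat shock proteins and chaperones. The other 408 (93.6%) belong to none of them. These lists hold 93 of the 19775 measured genes, so most genes drawn at random would also lie outside them. Among these 408 are RGS2, which limits signaling through G proteins, the cell surface protein CRTAM, the pentraxin NPTX2 and the mannose receptor MRC1, which rose by 3.11 (standard error 0.29, adjusted p = 0.00168), above all 3 controls in 3 of 3 arrays.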

The assertion of oversimplification is further supported by the work of previous investigators employing microarray technology to study the heat shock response of mammalian and non-mammalian systems [28-34]. These previous investigations were also notable for the expression of "non-heat shock protein" genes in response to heat shock.

In the context of our previous studies, several of the genes upregulated in response to heat shock or LPS warrant further discussion. 

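DUSP1, which dephosphorylates MAP kinases, rose by 3.00 (standard error 0.37, adjusted p = 0.00494) after heat shock as the mean of its 3 probe sets, in 3 of 3 arrays above all 3 controls; the probe sets were at 6.58 (adjusted p = 0.00787), 1.98 (0.0183) and 0.45 (0.265). The call of the second was lost without control replicate 1, 2 or 3 or heat shock replicate 1, where its ratio was 4.04, 3.93, 3.83 and 3.84. DUSP8, a phosphatase of the same family, rose by 2.25 (standard error 0.28, adjusted p = 0.00513). After LPS DUSP1 was at 1.04 (standard error 0.37, adjusted p = 0.123) and did not pass, though it did with the replicate number as a block and with limma p-values adjusted over the probe sets past the fold filter, while DUSP4 and DUSP6, which act on ERK, rose by 3.88 (standard error 0.58, adjusted p = 0.00484) and 2.55 (standard error 0.41, adjusted p = 0.00631). Of 17 dual specificity phosphatases, 3 rose and 0 fell after heat shock (6 and 1 adjusted over the list alone) and 2 rose and 2 fell after LPS (6 and 2 adjusted over the list alone), and the list passed as a set after neither (adjusted p = 0.114 and 0.0901). LPS minus heat shock was −1.96 (adjusted p = 0.0114) for DUSP1, 1.92 (adjusted p = 0.0643) for DUSP4 and 3.70 (adjusted p = 0.00112) for DUSP6.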

Dual specificity phosphatase 1 (DUSP1, a.k.a. MKP-1) was substantially increased in THP-1 cells subjected to heat shock. MKP-1 is a dual specific phosphatase serving an important counter-regulatory function in the MAP kinase signaling pathway [15,43,44]. We previously demonstrated that MKP-1 is a heat shock-responsive gene in cultured murine macrophages and that heat shock-mediated regulation of the MKP-1 gene is dependent on both transcriptional and post-transcriptional mechanisms [14]. Sonna et al also reported MKP1/DUSP1 expression in primary human mononuclear cells exposed to heat shock [33].

Several laboratories, including our own, have previously reported that heat shock inhibits activation of the NF-κB signaling pathway [3,13,16-18], [45-47]. In this regard it was interesting to note that nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor zeta (NFKBIZ), NFKB inhibitor interacting Ras-like 2 (NKIRAS2), and NF-kappaB repressing factor (NKRF) were coordinately upregulated in THP-1 cells subjected to heat shock (see *Supplementary Data*). 

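NKRF, a repressor of NF-κB target genes, rose by 2.55 (standard error 0.37, adjusted p = 0.00886) after heat shock and NKIRAS2, which slows the breakdown of IκB, by 1.74 (standard error 0.24, adjusted p = 0.00725), in 3 of 3 arrays above all 3 controls. NFKBIZ was at 1.89 (standard error 0.68, adjusted p = 0.185), also above the controls in 3 of 3 arrays, and did not pass. It passed with a separate test of each probe set over those past the fold filter, with limma p-values adjusted over those, and without LPS replicate 3, where its change was 1.89. LPS minus heat shock was −2.94 (adjusted p = 0.00196) for NKRF, −1.66 (adjusted p = 0.00349) for NKIRAS2 and 1.65 (adjusted p = 0.165) for NFKBIZ. Heat shock upregulated 4 of 27 members and inhibitors of the NF-κB pathway and downregulated 0, also adjusted over the list alone, among them the adaptor TRAF6 by 1.05 (standard error 0.15, adjusted p = 0.00934). As a set they were higher (list median 0.08, adjusted p = 0.0167, and adjusted p = 0.877 with an estimated correlation), with 0.106 without control replicate 3 and 0.0509 without heat shock replicate 3. In Toll receptor signalling 4 of 27 rose and 0 fell (4 and 1 adjusted over the list alone, and adjusted p = 0.880), with the kinases IRAK2 and RIPK2 at 1.45 (standard error 0.16, adjusted p = 0.00302) and 1.45 (standard error 0.09, adjusted p = 0.000344), and of 43 interferon-induced genes 2 rose and 0 fell (3 and 2 adjusted over the list alone, and adjusted p = 0.594).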

All three of these genes appear to play important negative regulatory roles in the NF-κB signaling pathway. NFKBIZ is a member of the ankryin-repeat family of the IκB group of proteins that bind and retain NF-κB in the cytoplasm in an inactive state [48]. NKIRAS2 is a Ras protein subclass reported to regulate the degradation of IκB [49]. Finally, NKRF has been reported to interact with specific negative regulatory elements that mediate transcriptional repression of NF-κB responsive genes [50] and has been previously reported to be expressed in primary human mononuclear cells exposed to heat shock [33].

LPS is a key pathogen associated molecular pattern that is well known to play an important role in the pathobiology of human septic shock [1,35]. In separate translational studies we have been conducting genome-wide expression profiling in children with septic shock [21,22,51]. One of the novel findings generated from this translational program is that pediatric septic shock is characterized by large scale downregulation of genes having zinc-related functional annotations. In keeping with this observation, we have also reported that nonsurvivors of pediatric septic shock have abnormally low serum zinc concentrations [21]. In light of these findings and the important role of LPS in septic shock, we searched the list of genes downregulated in THP-1 cells subjected to LPS stress for enrichment of zinc-related functional annotations. We found between 23 and 28 genes having functional annotations for the terms "zinc", "zinc ion binding", "zinc-finger", or "metal-binding" (data not shown, analysis based on the D.A.V.I.D. database). Thus, in keeping with our clinical, translational studies we have validated *in vitro *that LPS suppresses the expression of genes that either depend on zinc homeostasis or directly participate in zinc homeostasis.

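MT2A, a metallothionein that binds zinc, rose by 2.61 (standard error 0.15, adjusted p = 9.67e-05) after LPS, while the zinc transporters SLC39A11 and SLC39A10 were at −2.36 (standard error 0.33, adjusted p = 0.00346) and −1.87 (standard error 0.34, adjusted p = 0.0113). Of 32 metallothioneins, zinc transporters and their regulators 7 rose and 4 fell, also adjusted over the list alone. Numbered zinc finger genes fell in 19 and rose in 3 of 425 cases (14 and 3 adjusted over the list alone): ZNF658 fell to −2.54 (standard error 0.39, adjusted p = 0.00511), and ZNF366 and ZNF697 rose by 3.26 (standard error 0.38, adjusted p = 0.00176) and 2.91 (standard error 0.23, adjusted p = 0.000376); in these 6 genes all 3 LPS arrays lay on one side of all 3 controls. As a set the first list was higher (list median 0.20, adjusted p = 0.0113, and adjusted p = 0.785 with an estimated correlation), with 0.0729 without LPS replicate 1, 0.0550 with all 12 arrays in the fit and 0.0635 with the replicate number as a block, and the zinc finger genes did not pass (adjusted p = 0.147).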

The most novel information derived from the current data involves the list of genes commonly upregulated in response to LPS and heat shock stress. There were 184 genes common to both the upregulated LPS gene list and the upregulated heat shock-responsive gene list. This relatively limited number of genes corresponded to gene networks having functional annotations related to inflammation in general, and more specifically to chemokine-related biology. Thus, the response to heat shock stress is not completely divergent from that of the LPS response in that it shares a group of coordinately regulated genes related to chemokine signaling, a heretofore unreported observation.

## Conclusion

We have directly compared the genomic response of THP-1 cells subjected to LPS stress or heat shock stress. The global gene expression patterns demonstrate that the two responses are predominantly divergent. The response to heat shock, however, is not necessarily characterized by global downregulation of non-heat shock protein genes. In fact, a large number of "non-heat shock protein" genes are expressed in response to heat shock stress and a number of these genes have overlap with inflammation-associated gene expression patterns classically attributed to LPS stress. Thus, the heat shock response and the LPS response are not necessarily mutually exclusive. Finally, the data generated from these experiments can serve as a valuable reference database for investigators in the field of stress/danger signaling.

## Authors' contributions

HRW conceived and directed the overall study, conducted analyses, and drafted the initial manuscript. KO conducted all microarray experiments. BS assisted with data analysis and bioinformatics. All authors proof read the manuscript and agreed with its submission for review.

## Supplementary Material

Additional file 1 3968 genes regulate in lps treated thp1 cells.xls, list of genes regulated in response to LPS alone. Click here for file

Additional file 2 2921 genes regulate in heat shocked thp1 cells.xls, list of genes regulated in response to heat shock alone. Click here for file

Additional file 3 merged uregulated lps network.xls, list of genes corresponding to two merged, upregulated networks in response to LPS alone and shown in Figure 3. Click here for file

Additional file 4 network legend.pdf, legend for networks depicted in Figures 2, 3, and 5 to 8. Click here for file

Additional file 5 merged upregulated heat shock network.xls, list of genes corresponding to two merged, upregulated networks in response to heat shock alone and shown in Figure 4. Click here for file

Additional file 6 merged downregulated LPS network.xls, list of genes corresponding to two merged, downregulated networks in response to LPS alone and shown in Figure 5. Click here for file

Additional file 7 merged downregulated heat shock network.xls, list of genes corresponding to two merged, downregulated networks in response to heat shock alone and shown in Figure 6. Click here for file

Additional file 8 genes common to both lps and heat shock.xls, list of genes commonly regulated in THP1 cells treated with either LPS or heat shock. Click here for file

# Supplementary material for: Divergence of canonical danger signals: The genome-level expression patterns of human mononuclear cells subjected to heat shock or lipopolysaccharide
**Source:** BMC Immunol. 2008 May 30;9:24. doi: 10.1186/1471-2172-9-24
**Supplement:** Additional file 4 — network legend.pdf, legend for networks depicted in Figures 2, 3, and 5 to 8.

## NETWORK LEGEND

Gold lines indicate connectivity between the two merged networks.

An arrow pointing from A to B signifies different actions for different circumstances, as described below:

### For signaling pathways:

An arrow pointing from A to B signifies that A causes B to be activated (includes any direct interaction: e.g. binding, phosphorylation, dephosphorylation, etc).

### For metabolic pathways:

An arrow pointing from A to B signifies that B is produced from A.

### For ligands/receptors:

An arrow pointing from a ligand to a receptor signifies that the ligand binds the receptor and subsequently leads to activation of the receptor. This binding event does not necessarily directly activate the receptor; activation of the receptor could be caused by events secondary to the ligand/receptor binding event.

#### Network Shapes

-  Chemical or Drug
-  Cytokine
-  Enzyme
-  G-protein Coupled Receptor
-  Group or Complex
-  Growth Factor
-  Ion Channel
-  Kinase
-  Ligand-dependent Nuclear Receptor
-  Peptidase
-  Phosphatase
-  Transcription Regulator
- 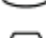 Translation Regulator
-  Transmembrane Receptor
-  Transporter
-  Other

#### Relationships

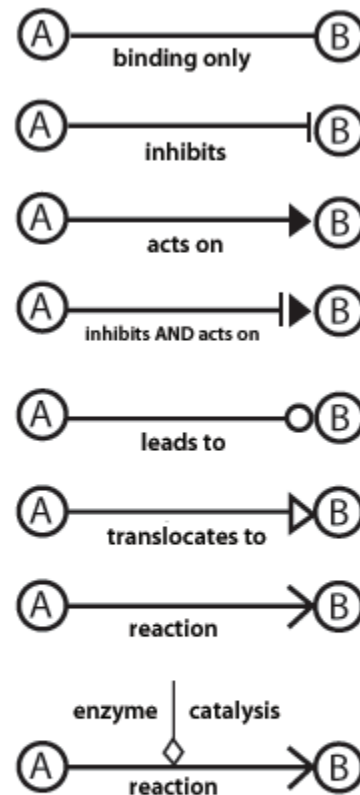

—————  
direct interaction

.....  
indirect interaction

Note: "Acts on" and "inhibits" edges may also include a binding event.

How the deposited data were processed for this re-analysis (not part of the article)

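RNA of THP-1 cells, a human monocytic line, was measured on Affymetrix U133 Plus 2.0 arrays in 4 groups of 3 arrays: control, LPS, heat shock, and heat shock + LPS. The paper analyses 9 of the 12 arrays. The 3 arrays with heat shock + LPS were fitted only for the closing notes and in the alternative with 12 arrays. The mean that picks the highest probe set per gene may also include them.

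The deposited values are ratios: the authors summarised probe sets by RMA (no version is given), loaded them into GeneSpring GX 7.3 and divided each array by the median of the control arrays at each probe set. No further normalization was applied here, and log2 of the ratios was analysed. There were 0 missing values. 62 Affymetrix control probe sets were left out, and 54613 probe sets were tested, of which 41091 carry 1 gene symbol in the annotation used, 1801 several and 11721 none.

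Each probe set was fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 3 groups in 1 fit for LPS and heat shock (6 residual degrees of freedom, prior 1.41) and 4 groups for comparisons with heat shock + LPS (8 residual degrees of freedom). The p-values of limma were adjusted by the Benjamini-Hochberg method over all probe sets. A probe set was called at a false discovery rate of 0.05 and a ratio of group medians of at least 2. The 19775 genes are means of log2 values over the probe sets annotated to that symbol alone. The plan to take the probe set of highest mean level could not be followed, as ratios keep no level. It was run as an alternative on the mean log2 ratio, which favours rises and works against falls. All standard errors and adjusted p of genes come from the same limma model.

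36 gene lists written from general knowledge and 6 lists of cell type markers were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison, and again with an estimated correlation. They cover chemokines and their receptors, cytokines, NF-κB, Toll and interferon genes, apoptosis, 5 families of heat shock proteins and chaperones, the unfolded protein response, immediate early genes, phosphatases and kinases, metabolism, transcription, ribosomes, proteasome, DNA replication, zinc biology, histones, monocyte markers and control genes. Networks and tables of the study were counted without a test.

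Named genes are the 10 largest increases and 10 largest decreases per comparison among called genes with all treated arrays beyond all compared arrays, the 10 genes highest and lowest in common by the smaller change, every gene the paper names in its text and Tables 9 and 10 (their values were seen), its network hubs, and up to 4 called members of each list. Groups of 3 that do not overlap arise by chance in 10% of genes.

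Alternatives were the test of the methods section, its Welch form, adjustment after the fold filter, 2 groups or 12 arrays in the fit, a fold of means, no fold filter, median centring, control probe sets kept, replicate number as a block, each array left out in turn, and counts of genes. Whether arrays of the same replicate number belong together was checked from their deviations: for control and heat shock (correlations 0.13 to 0.47), control and LPS (0.36 to 0.66) and heat shock and heat shock + LPS (0.20 to 0.39) they did, and for the other pairs of groups not in all replicates; 34 of 36 best matches had their own number.

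The shared control arrays were modelled with 20 simulated sets. The path was tested on simulated data with 50 changed probe sets per size. At log2 changes of 1.5, 2, 3 and 5 it recovered 33, 37, 47 and 50 for LPS. For heat shock it recovered 34, 39, 48 and 50, and for heat shock + LPS against LPS 39, 41, 46 and 50. The false calls were 2, 1 and 4. The path called 1 of 1 shifted list and 0 others. The simulated genes were drawn independently of each other. That list result therefore cannot show how the list test behaves where genes of a list are correlated. In the data no list passed after LPS or after heat shock with an estimated correlation. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The enrichment of functional annotations and pathways, and the networks as graphs, were not analysed here.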

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

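The tests of heat shock + LPS replicate 3 were chosen only after the result was seen. So were those of the interferon genes, but for centring and the planned share of LPS-upregulated genes that were lower.

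In cells given heat shock + LPS, 908 probe sets were higher and 478 lower than with LPS alone. These counts were 1 and 0 with the Welch form of the methods' test, 58 and 12 with 2 groups in the fit, and 473 without heat shock + LPS replicate 1, 365 without heat shock + LPS replicate 2, 1852 without heat shock + LPS replicate 3, 455 without LPS replicate 2, 500 without LPS replicate 3 (higher) and 136 without heat shock + LPS replicate 1, 131 without heat shock + LPS replicate 2, 1172 without heat shock + LPS replicate 3, 285 without LPS replicate 1, 190 without LPS replicate 2 (lower). Adjustment after the fold filter gave larger counts in both directions, and the replicate number as a block more that were higher. The methods' ANOVA itself gave fewer in both directions. The interferon-induced genes had a list median of 1.12 log2 (adjusted p = 0.617 with an estimated correlation). IFNB1, the first interferon made by infected cells, was higher by 7.99 and HSPA6 by 8.51, while IL12B was at −4.47. Without heat shock + LPS replicate 3 these were 8.78, 9.93 and −4.89; IFNB1 was at 7.18 without heat shock + LPS replicate 2, HSPA6 at 7.67 without heat shock + LPS replicate 1, and IL12B at −3.61 without heat shock + LPS replicate 1, −5.06 without LPS replicate 1 and −3.64 without LPS replicate 2. The effect of LPS differed with heat shock at 145 probe sets, with IFNB1 at 7.78; the count was 513 with the replicate number as a block, and 64 without control replicate 1, 46 without control replicate 2, 56 without heat shock replicate 1, 37 without heat shock replicate 2, 80 without heat shock + LPS replicate 1, 47 without heat shock + LPS replicate 2, 568 without heat shock + LPS replicate 3, 355 without LPS replicate 1, 57 without LPS replicate 2.

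Heat-induced transcripts were lower in heat shock + LPS replicate 3 than in replicates 1 and 2, with a median of −0.89 log2 over the 378 genes upregulated only by heat shock. A mixed sample would keep 1 fraction of the excess at every gene, but of 105 genes at least 4-fold above control 16.2% kept over 0.5 and 30.5% under 0.1, with a median of 0.195 (quartiles 0.0710 and 0.370) where the ratio of replicate 1 to replicate 2 was 1.09 (0.737 and 1.42). An LPS array under the wrong name would not lie above all LPS arrays at 59.0% of the 378 genes. As 1 shift or scaling of the whole array, the authors' normalization is argued against too, since 472 genes upregulated only by LPS had medians of 0.68 and 0.31 in replicate 3 against replicates 1 and 2, where those of the heat shock genes were −0.94 and −0.81. A shift that depends on the level stays open, as ratios keep no level and RMA leaves all arrays on nearly the same median (a difference of 0.0135), and so does whether timing or heat differed in that sample.

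Interferon-induced genes were higher with heat shock + LPS than with LPS. Replicate 3 alone does not carry this, as the list median without it was 0.64 (adjusted p = 1.47e-06, camera in limma), though with all arrays the list does not pass with an estimated correlation (adjusted p = 0.617). Without replicate 3 the rise rests mainly on heat shock + LPS replicate 2. Against LPS replicates 1, 2 and 3 its list medians were 1.01, 1.68 and 1.73, and those of replicate 1 were −0.62, 0.28 and 0.26. A stronger LPS response in general stays open: genes upregulated by LPS, called without the LPS array they were then compared with, had medians of −1.15 to 0.19 over 9 pairs of arrays, above 0 in 1. The share of the 522 genes upregulated by LPS that were lower (21.6%), planned as the test, decides nothing, as these genes were picked on the LPS arrays they are compared with. The authors' normalization stays open, since genes downregulated only by heat shock had medians of −1.45 to 0.0171 and the interferon list −0.62 to 2.47 over such pairs, neither with 1 sign throughout, and arrays already near 1 median leave centring little to move (list median 1.13 after it).

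LPS replicate 3 had 6827 probe sets at 0.5 of the control level or less, against 2362 and 4391 in replicates 1 and 2. The authors' normalization stays open, as centring moves arrays already near 1 median by little (a ratio to the higher of the others of 1.59 after it). Handling shared with control replicate 3 remains possible: against the control array of the same number the counts were 3317, 4791 and 3983, a ratio of 0.831.

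Of 10 splits of each 6 arrays into 3 and 3, only 1 of 10 gave as many as the real grouping: after LPS 1176 higher and 2287 lower (highest other 0 and 0), after heat shock 952 and 635 (1 and 1), LPS against heat shock 4296 (0), and heat shock + LPS against LPS 908 and 478 (6 and 6). 10 splits are too few for a share under 0.05. Of 100 regroupings, 5 gave as many as 99 probe sets higher after both (highest other 799) and 6 as many as 240 lower (highest other 741); all 5 of the other 99 that reached either had the 3 arrays of 1 condition in the control place. For the differing LPS effect 2 of 100 reached 145 (highest other 2184).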

How the results depend on the processing

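The added setting and the highest mean probe set were tests chosen only after the result was seen.

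Of 404 values of 21 counts, shares and correlations under the alternatives, 302 stayed and 102 moved, counts and shares by over 1.5-fold and the correlation by more than the SD over replicates; 5 settings moved none. Of 852 tests of lists that pass, or of apoptosis or general transcription, 743 kept their call, 99 lost it, 9 gained it and 1 reversed, and of 6258 values of called named genes 5412 kept it, 842 lost it and 4 reversed; of 756 values of named genes not called 46 gained a call. The number of arrays limits precision. The cause was not tested.

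After the fold filter: LPS 1832 higher and 3573 lower, heat shock 1756 and 1853, both 266 and 715, heat shock + LPS against LPS 2235 and 1501. Methods' ANOVA: heat shock lower 1413, both 173 and 431, heat shock + LPS against LPS 293 and 103. Its Welch form: heat shock + LPS against LPS 1 and 0. 2 groups in the fit: LPS lower 1226, both 64 and 137, heat shock + LPS against LPS 58 and 12. Block: heat shock lower 1034, both 151 and 404, heat shock + LPS higher 1428, LPS effect differing 513. No fold filter: both lower 371. Unadjusted in the other comparison: both 351 and 990. Genes, which by construction are fewer: LPS 522 and 1140, heat shock 436 and 292, both 43 and 121, LPS against heat shock 1914, heat shock + LPS against LPS 470 and 228, differing LPS effect 92. Added setting: heat shock 1476 and 1445, both 184 and 430, heat shock + LPS against LPS 463 and 181. Lists with an estimated correlation: 0 for LPS (main 6 higher, 9 lower), heat shock (9, 5) and heat shock + LPS (18, 1). Highest mean probe set: 3 lists lower after heat shock, where the choice itself works against lower lists.

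Arrays left out. Probe sets higher after LPS: 814 (without control replicate 2) to 1575 (without LPS replicate 3); moved over 1.5-fold: none. Probe sets lower after LPS: 1074 (without control replicate 1) to 3065 (without LPS replicate 1); moved over 1.5-fold: 1074 without control replicate 1, 1157 without control replicate 2, 1324 without LPS replicate 2, 1414 without LPS replicate 3. Probe sets higher after heat shock: 489 (without control replicate 2) to 1002 (without heat shock replicate 3); moved over 1.5-fold: 573 without control replicate 1, 489 without control replicate 2, 590 without control replicate 3, 591 without heat shock replicate 1, 508 without heat shock replicate 2. Probe sets lower after heat shock: 167 (without control replicate 1) to 698 (without LPS replicate 1); moved over 1.5-fold: 167 without control replicate 1, 219 without control replicate 2, 273 without heat shock replicate 1, 188 without heat shock replicate 2. Probe sets higher after both: 46 (without control replicate 2) to 119 (without LPS replicate 3); moved over 1.5-fold: 46 without control replicate 2, 63 without control replicate 3, 54 without heat shock replicate 1, 47 without heat shock replicate 2. Probe sets lower after both: 85 (without control replicate 1) to 338 (without LPS replicate 1); moved over 1.5-fold: 85 without control replicate 1, 109 without control replicate 2, 120 without heat shock replicate 1, 92 without heat shock replicate 2, 153 without heat shock replicate 3, 151 without LPS replicate 2. Direct comparison of LPS with heat shock: 2778 (without heat shock replicate 2) to 4370 (without LPS replicate 1); moved over 1.5-fold: 2778 without heat shock replicate 2. Probe sets higher with heat shock + LPS than with LPS: 365 (without heat shock + LPS replicate 2) to 1852 (without heat shock + LPS replicate 3); moved over 1.5-fold: 473 without heat shock + LPS replicate 1, 365 without heat shock + LPS replicate 2, 1852 without heat shock + LPS replicate 3, 455 without LPS replicate 2, 500 without LPS replicate 3. Probe sets lower with heat shock + LPS than with LPS: 131 (without heat shock + LPS replicate 2) to 1172 (without heat shock + LPS replicate 3); moved over 1.5-fold: 136 without heat shock + LPS replicate 1, 131 without heat shock + LPS replicate 2, 1172 without heat shock + LPS replicate 3, 285 without LPS replicate 1, 190 without LPS replicate 2. Probe sets whose LPS effect differs with heat shock: 37 (without heat shock replicate 2) to 568 (without heat shock + LPS replicate 3); moved over 1.5-fold: 64 without control replicate 1, 46 without control replicate 2, 56 without heat shock replicate 1, 37 without heat shock replicate 2, 80 without heat shock + LPS replicate 1, 47 without heat shock + LPS replicate 2, 568 without heat shock + LPS replicate 3, 355 without LPS replicate 1, 57 without LPS replicate 2. Gene lists higher after LPS: 5 (without LPS replicate 1) to 10 (without LPS replicate 3); moved over 1.5-fold: 10 without LPS replicate 3. Gene lists lower after LPS: 7 (without LPS replicate 3) to 16 (without LPS replicate 1); moved over 1.5-fold: 16 without LPS replicate 1. Gene lists higher after heat shock: 8 (without heat shock replicate 1) to 12 (without control replicate 1); moved over 1.5-fold: none. Gene lists lower after heat shock: 3 (without control replicate 1) to 7 (without control replicate 3); moved over 1.5-fold: 3 without control replicate 1. Gene lists higher with heat shock + LPS than with LPS: 8 (without LPS replicate 3) to 22 (without LPS replicate 1); moved over 1.5-fold: 8 without LPS replicate 3. Gene lists lower with heat shock + LPS than with LPS: 0 (without heat shock + LPS replicate 2) to 2 (without LPS replicate 3); moved over 1.5-fold: 0 without heat shock + LPS replicate 2, 0 without LPS replicate 1, 2 without LPS replicate 3. The 4 shares not shared lay within 90.4 to 95.4; 87.8 to 92.0; 86.8 to 95.2; 49.1 to 71.3, and r within 0.256 to 0.353.

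Reversed: cytosolic ribosomal proteins with heat shock + LPS against LPS without LPS replicate 3 (adjusted p = 0.668, against 0.000195 without LPS replicate 1), and with the highest mean probe set RPE (0.13) and CPT1A (0.0270) after LPS, TFRC (0.24) after heat shock and CCNE1 (0.0149) with heat shock + LPS. These 4 genes were lower in the main analysis. Picking the highest mean log2 ratio favours a rise, so their reversals decide nothing. After LPS or heat shock the block ended the list calls of chemokines and ribosome biogenesis (heat shock) and metallothioneins (LPS), gave calls for DNA replication and the proteasome (LPS), cytosolic ribosomal proteins (heat shock), and MYC and DUSP1 (LPS), and changed no other call of a list or named gene. Quantile normalization, a trend in limma and leaving out dim probe sets were not run, as ratios keep no level. Genes were means of probe sets, as the planned brightest probe set cannot be picked from ratios.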

Differences from the paper's values

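The added setting below was among the tests chosen only after the result was seen.

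Heat shock changed 1587 probe sets here and 2921 in the paper; the paper's value is no longer apart with the methods' ANOVA (2811), adjustment after the fold filter (3609) and the block (2229), and stays apart with all other settings but the added one described below (2921). Of these 952 were higher, against the paper's 1476 (no longer apart: methods' ANOVA 1398, after the fold filter 1756, no fold filter 1062, block 1195, without heat shock replicate 3 1002), and 635 lower, against the paper's 1445 (no longer apart: methods' ANOVA 1413, after the fold filter 1853, block 1034). Higher after both were 99, against the paper's 184 (no longer apart: methods' ANOVA 173, after the fold filter 266, block 151), and lower after both 240, against the paper's 430 (no longer apart: methods' ANOVA 431, 12 arrays 296, no fold filter 371, block 404, without control replicate 3 311, without LPS replicate 1 338).

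A setting added after the values were seen, with the ANOVA on log2 values, a fold of geometric means, control probe sets kept and adjustment after the fold filter, gave the paper's 1476, 1445, 184 and 430, so that none of these stays apart with it, and dropped 0 of the paper's probe sets in each. The supplement's folds lie within 0.01 log2 of ratios of geometric means at 1476 of 1476 and 1445 of 1445 probe sets (largest differences 0.000691 and 0.00508) and of ratios of medians at 60 and 62. Of the 952 and 635, 942 and 614 are in the paper's lists, and of the 99 and 240, 95 and 223.

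In Table 10 the paper gives HSPA1B 1526, and the highest probe set the paper lists under that name was at 363.5 here under the main analysis. It was also apart after median centring and without each array in turn, the only other settings compared for this fold. A value of 1526 stands here at a probe set annotated to HSPA6.

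Genes the paper counts as changed that did not pass here as means over their probe sets, where the paper counts single probe sets: IL1B after heat shock (1.71, adjusted p = 0.0797; passes with the methods' ANOVA, its Welch form, after the fold filter, and without LPS replicate 2), MYC after LPS (−1.66, 0.0649; methods' ANOVA, Welch, after the fold filter, 2 groups, 12 arrays, block, without heat shock replicate 3), BCL2 after heat shock (−1.08, 0.00934; fold of means, no fold filter, without control replicates 2 or 3 or heat shock replicates 1 or 3) and after LPS (−0.86, 0.0110; no fold filter), SREBF1 after LPS (−0.89, 0.0160; no fold filter), NFKBIZ after heat shock (1.89, 0.185; methods' ANOVA, Welch, after the fold filter, without LPS replicate 3) and SP1 after heat shock (−0.60, 0.195; no setting). All have the paper's direction (adjusted p from limma). Single probe sets did pass for SREBF1 after LPS (−1.71, adjusted p = 0.0262), BCL2 after heat shock (−2.85, 0.0269) and, at a probe set the paper lists as BCL2, after LPS (−1.94, 0.0267), and none did for the other genes.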

Other observations

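With heat shock + LPS, interferon genes stood above LPS alone: IFIT2 and IFIT3, antiviral RNA-binding proteins, by 6.84 (standard error 0.62, adjusted p = 0.000511) and 5.21 (standard error 0.74, adjusted p = 0.00540), HERC5, a ligase of ISG15, by 6.15 (standard error 0.66, adjusted p = 0.00143), and the chemokines CXCL11 and CXCL10, which attract T cells, by 4.96 (standard error 0.29, adjusted p = 5.54e-05) and 4.18 (standard error 0.45, adjusted p = 0.00151). Chaperones stood higher too, SERPINH1 by 6.08 (standard error 0.36, adjusted p = 5.87e-05) and CRYAB by 5.75 (standard error 0.59, adjusted p = 0.00114), and CD14, the co-receptor of LPS, by 3.21 (standard error 0.47, adjusted p = 0.00631). CCR2 was lower at −4.25 (standard error 0.53, adjusted p = 0.00295), TIFAB at −4.46 (standard error 0.57, adjusted p = 0.00317), MAMLD1 at −4.04 (standard error 0.52, adjusted p = 0.00341) and the transcription factor SPI1 at −2.37 (standard error 0.25, adjusted p = 0.00120). In these genes 3 of 3 arrays lay beyond all 3 LPS arrays, and none passed with the Welch form, where the whole comparison gave 1 higher and 0 lower, and with 2 groups in the fit, which gave 58 and 12 probe sets, IFIT2, HERC5, CXCL11 and SERPINH1 passed and the others did not. Without heat shock + LPS replicate 3 CRYAB was at 6.42 and TIFAB at −5.15, and without heat shock + LPS replicate 2 CD14 was at 2.59. The 3' to 5' difference of ACTB given below was also higher on the heat shock + LPS arrays and on LPS replicate 3.

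Genes higher and lower than with LPS were 13 and 0 of 43, 5 and 0 of 13, 10 and 1 of 24, 6 and 0 of 10, 4 and 0 of 33, 6 and 0 of 35 and 5 and 2 of 32 for interferon-induced genes, HSP70, HSP90, chaperonins, the unfolded protein response, immediate early genes and cytokines, or 17 and 0, 7 and 0, 11 and 2, 6 and 0, 7 and 0, 15 and 0 and 8 and 2 adjusted over the list alone. As sets all were higher (adjusted p = 6.36e-14, 7.38e-09, 7.38e-09, 3.85e-13, 1.49e-08, 1.30e-06 and 0.000646; adjusted p = 0.617, 0.162, 0.617, 0.162, 0.617, 0.617 and 0.617 with an estimated correlation). With all arrays these are among 18 lists that passed as higher than with LPS, and 1 list passed as lower. Without LPS replicate 3, 8 passed as higher and 2 as lower. Toll receptor signalling, HSP40 and the TCA cycle then had adjusted p = 0.160, 0.269 and 0.358 (camera). Mitochondrial ribosomal proteins, the proteasome and complex I had 0.111, 0.160 and 0.248. Of 436 genes upregulated by heat shock 143 were higher and 0 lower with heat shock + LPS than with LPS. The LPS effect differed with heat shock for TLR2 by 4.51 (adjusted p = 0.0282), CXCL11 by 4.91 (adjusted p = 0.00130), JUN by −4.37 (adjusted p = 0.0380) and MMP9 by −3.27 (adjusted p = 0.0227) (limma).

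Few markers of other cell types changed after LPS or after heat shock. For T and NK cells, B cells, fibroblasts, epithelium, endothelium and exocrine pancreas, genes changed after LPS were 0, 1, 0, 0, 0 and 0 and after heat shock 0, 0, 1, 1, 0 and 0 by limma, also adjusted over the list alone, with 0, 2, 1, 0, 0 and 0 and 0, 0, 1, 1, 0 and 0 at an unadjusted p under 0.05, and no set passed (adjusted p = 0.321, 0.715, 0.321, 0.501, 0.583 and 0.466 and 0.532, 0.504, 0.0657, 0.143, 0.671 and 0.532). BANK1, a B cell adaptor, fell to −1.51 (standard error 0.12, adjusted p = 0.000435) after LPS. It did not pass with the highest mean probe set, a choice that works against falls. EPCAM, an epithelial adhesion protein, rose by 3.02 (standard error 0.19, adjusted p = 0.000285) after heat shock.

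Other lists did not pass as sets: proteasome subunits after LPS 0 up and 3 down of 34 (0 and 3 adjusted over the list alone, 7 at an unadjusted p under 0.05, adjusted p = 0.0642), proteasome subunits after heat shock 0 up and 0 down of 34 (0 and 0 adjusted over the list alone, 4 at an unadjusted p under 0.05, adjusted p = 0.164), cytosolic ribosomal proteins after LPS 0 up and 0 down of 56 (0 and 0 adjusted over the list alone, 1 at an unadjusted p under 0.05, adjusted p = 0.715), cytosolic ribosomal proteins after heat shock 0 up and 0 down of 56 (0 and 0 adjusted over the list alone, 7 at an unadjusted p under 0.05, adjusted p = 0.0974), histones after LPS 0 up and 0 down of 45 (0 and 0 adjusted over the list alone, 2 at an unadjusted p under 0.05, adjusted p = 0.0901), control genes after LPS 0 up and 0 down of 13 (0 and 0 adjusted over the list alone, 0 at an unadjusted p under 0.05, adjusted p = 0.781), control genes after heat shock 1 up and 1 down of 13 (1 and 1 adjusted over the list alone, 3 at an unadjusted p under 0.05, adjusted p = 0.907), monocyte markers after heat shock 1 up and 0 down of 30 (1 and 0 adjusted over the list alone, 2 at an unadjusted p under 0.05, adjusted p = 0.486), metallothioneins and zinc transporters after heat shock 0 up and 0 down of 32 (0 and 0 adjusted over the list alone, 6 at an unadjusted p under 0.05, adjusted p = 0.353). With the replicate number as a block the proteasome after LPS had adjusted p = 0.0433 and cytosolic ribosomal proteins after heat shock 0.0352 (limma).

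The log2 difference of the 3' and 5' ACTB control probe sets was 0.31 (SD 0.07) with heat shock + LPS, −0.09 (SD 0.20) in controls, −0.02 (SD 0.29) with LPS, where replicate 3 had 0.31, and −0.02 (SD 0.18) with heat shock, and that of GAPDH was −0.07 (SD 0.04) with heat shock + LPS, −0.03 (SD 0.10) in controls, −0.15 (SD 0.12) with LPS and −0.06 (SD 0.07) with heat shock. The hybridization spikes had a median log2 ratio of 0.53 on heat shock replicate 2, 0.33 and 0.35 on heat shock + LPS replicates 1 and 2, 0.28 on LPS replicate 1, −0.48 on LPS replicate 3 and −0.28 on control replicate 3, and at most 0.17 in size on the other 6 arrays.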
